# Dasatinib Inhibits Basal B Breast Cancer Through ETS1-Mediated Extracellular Matrix Remodeling

**DOI:** 10.3390/biomedicines13122888

**Published:** 2025-11-26

**Authors:** Xinyu Guo, Heng Sun, Feng Yu, Yangyang Feng, Sen Guo, Josh Haipeng Lei, Kai Miao, Ka-U Ip, Ling Li, Hanghang Li, Xiaohong Liao, Xiaoling Xu, Rong Zhou, Chu-Xia Deng

**Keywords:** triple-negative breast cancer (TNBC), metastasis, dasatinib, extracellular matrix, ETS proto-oncogene 1 (*ETS1*), matrix metalloproteinase-3 (*MMP3*)

## Abstract

**Background/Objectives**: Developing effective therapies for patients with triple-negative breast cancer (TNBC) remains an urgent clinical priority. Compared with other subtypes, the basal B type of TNBC exhibits a less differentiated and mesenchymal-like phenotype that models highly invasive and metastatic breast malignancies. To target metastatic TNBC, our current study sought to identify effective therapeutic drugs and the underlying mechanisms. **Methods**: A systematic screening of 140 FDA-approved drugs was conducted for repurposing using live-cell imaging-based wound-healing assays. Candidate efficacy was validated by in vitro transwell invasion assays, in vivo allograft/xenograft models, and ex vivo three-dimensional air–liquid interface (ALI) and patient-derived organoid (PDO) cultures. **Results**: Dasatinib emerged as a promising anti-cancer agent in aggressive TNBC, particularly in the basal B type, with high ETS proto-oncogene 1 (*ETS1*) expression. Mechanistically, dasatinib disrupts the actin cytoskeleton, impairing cell motility and migration while concurrently suppressing the expression of *ETS1* and matrix metalloproteinase-3 (*MMP3*) to remodel the extracellular matrix (ECM) and inhibit invasion. Moreover, the combination of dasatinib with an anti-programmed cell death protein-1 (PD-1) antibody represents a potential therapeutic strategy. **Conclusions**: These findings highlight dasatinib as a potential therapeutic option for metastatic TNBC and suggest that selecting patients with high ETS1 expression may optimize treatment response.

## 1. Introduction

Breast cancer is the most prevalent malignancy and the leading cause of death among women worldwide [1]. It exhibits substantial heterogeneity, comprising intrinsic molecular subtypes such as luminal A/B, human epidermal growth factor receptor 2 (HER2)-enriched, basal-like, normal-like, and claudin-low types [2,3]. Clinically, breast cancer is categorized by estrogen receptor (ER), progesterone receptor (PR), and HER2 expression into hormone receptor (HR)-positive (~75%), HER2-positive (~10%), and triple-negative breast cancer (TNBC, 10–15%) [2]. Although basal-like tumors have been recognized as TNBC over time, these terms are not synonymous [4]. TNBC/basal-like tumors have been further subclassified into basal A and basal B [5,6]. Compared to basal A (more basal-like, KRT5^+^/KRT14^+^), basal B cancers are less differentiated, exhibit mesenchymal traits (Vim^+^), and display higher stemness markers (CD44^+^/CD24^−^), as well as aggressive invasiveness [5,6], closely resembling claudin-low or metaplastic breast cancers in clinical settings.

Cancer metastasis is orchestrated by dynamic interactions between tumor cells and the microenvironment, particularly via cytoskeletal reorganization and extracellular matrix (ECM) remodeling [7]. During invasion, cancer cells undergo epithelial–mesenchymal transition (EMT), marked by actin cytoskeleton rearrangement via RhoA signaling, which enhances contractility and the formation of membrane protrusions (such as filopodia and invadopodia) [8,9]. Simultaneously, these protrusions facilitate ECM proteolysis through the secretion of metalloproteinases (MMPs), including MMP2 and MMP9, enabling tumor cells to breach basement membranes and intravasate into circulation [10]. ECM remodeling is further reinforced by collagen I and fibronectin through integrin–FAK–SRC signaling, contributing to migration, survival, and drug resistance [11]. The SRC family kinases (SFKs), comprising 11 members [12], represent a key class of non-receptor tyrosine kinases (nRTKs) that regulate cancer progression [13]. SFKs also interact with EGFR and HER2, activating downstream effectors such as STAT3, MAPK, and PI3K–AKT pathways [14,15].

Dasatinib, a potent SFK inhibitor approved by the U.S. FDA for leukemia in 2006, has shown therapeutic potential in breast cancer. A previous study reported that combined treatment with dasatinib and the Myeloid cell leukemia-1 (MCL1) inhibitor (BIMs2A) can suppress breast cancer metastasis [16]. Preclinical studies demonstrate that dasatinib blocks paclitaxel-induced SFK activation, reduces breast cancer stem cells (BCSCs), and enhances chemosensitivity [17]. Clinically, its combination with paclitaxel in HER2-negative metastatic breast cancer achieved a 23% response rate and 5.2 months of median progression-free survival, supporting its role in refractory disease management [18].

Our previous study showed that low-dose cisplatin inhibits breast cancer metastasis via cytoskeletal remodeling with minimal side effects [19]. Based on these results, we hypothesized that other pharmaceutical agents might display similar activities. Hence, we conducted a systematic screening of our in-house library of 140 compounds to identify potential candidates for drug repurposing in the treatment of breast cancer metastasis. Our research identified dasatinib as a promising drug against metastasis. It functions by disrupting the actin cytoskeleton and impeding filopodia formation, thereby impairing cell motility and migration. Additionally, dasatinib downregulates the ETS proto-oncogene 1 (*ETS1*) and matrix metalloproteinase 3 (*MMP3*), leading to ECM remodeling and inhibition of metastasis. This work addresses a critical paradox in dasatinib translation, where clinical trials did not demonstrate benefits in unselected breast cancer patients despite robust preclinical efficacy. By selecting TNBC patients with high ETS1 expression, the therapeutic response to dasatinib may be enhanced, potentially transforming it into a precision oncology tool for aggressive TNBC. Furthermore, combining dasatinib with anti-programmed cell death protein-1 (PD-1) antibodies may offer a potent strategy for metastatic breast cancer treatment.

## 2. Materials and Methods

### 2.1. Cell Culture

All cell lines were obtained from the American Type Culture Collection (ATCC). Cells were routinely cultured in Dulbecco’s Modified Eagle Medium (DMEM; Gibco, Waltham, MA, USA) or Roswell Park Memorial Institute (RPMI) 1640 medium (Gibco), supplemented with 10% fetal bovine serum (FBS; Gibco) and 100 U/mL penicillin–streptomycin (Gibco). Notably, Hs578T cells were maintained in medium additionally supplemented with 10 μg/mL insulin (Sigma, I9278, Burlington, MA, USA). SUM149PT cells were cultured in the DMEM/Nutrient Mixture F-12 (DMEM/F12; Gibco) medium with 10% FBS, 100 U/mL penicillin–streptomycin, 1 μg/mL hydrocortisone, and 10 μg/mL insulin. All cells were incubated in a humidified incubator at 37 °C with 5% carbon dioxide (CO_2_).

### 2.2. Cell Viability Assay

Cells were seeded into 384-well or 96-well plates and incubated overnight to allow attachment. The medium was then replaced with fresh medium containing a range of drug concentrations. The information on 140 drugs was listed in Supplementary Table S1. The drugs were obtained and prepared as 10 mM stock solutions in dimethyl sulfoxide (DMSO) or phosphate-buffered saline (PBS), based on their solubility and molecular weight. After 48 h of treatment, cells were incubated with Alamar Blue (Sigma, R7017) reagent for 2 h at 37 °C. Fluorescence was measured using a SpectraMax M5e Multi-Mode Microplate Reader (Molecular Devices, San Jose, CA, USA) with excitation at 560 nm and emission at 590 nm. Dose–response curves were generated from triplicate experiments, and the half-maximal and 20% inhibitory concentration values (IC_50_ and IC_20_) were calculated using GraphPad Prism 10.2.2 software.

### 2.3. Incucyte 96-Well Scratch Wound-Healing Assays

4T1 cells were seeded at a density of 5 × 10^5^ cells/mL in 96-well plates and cultured to confluence in a humidified incubator at 37 °C with 5% CO_2_ for 24 h. Monolayers were scratched using the 96-pin WoundMaker™ (Essen BioScience, Ann Arbor, MI, USA) to create uniform wounds, followed by two washes with phosphate-buffered saline (PBS) to remove dislodged cells. Subsequently, the medium was replaced with 2% FBS medium containing either vehicle (negative control), 400 nM cisplatin (positive control), or the IC20 concentration of candidate drugs. Wound closure was monitored via time-lapse imaging every 6 h for 36 h using the Incucyte HD Live-Cell Analysis System (Essen BioScience). Relative wound density was quantified using the integrated software, with data representing mean ± SD from triplicate experiments.

### 2.4. Transwell Assay

The upper chamber of the Transwell insert (Corning, 3422, Corning, NY, USA) was coated with Matrigel (Corning, 354234) at a final concentration of 1–2 mg/mL. After the Matrigel solidified, cells were trypsinized and resuspended in serum-free medium at a density of 3 × 10^4^ cells per well and then added to the upper chamber. The lower chamber was filled with medium containing 10% FBS to serve as a chemoattractant. After incubation at 37 °C with 5% CO_2_ for 24 h, non-migrated cells were removed from the upper surface of the membrane using a cotton swab. The migrated cells on the lower surface were fixed with 4% paraformaldehyde for 15 min and stained with a crystal violet solution (Sigma-Aldrich, V5265, Burlington, MA, USA) for 15 min. Images were captured using a light microscope in bright-field mode.

### 2.5. Colony Formation Assay

Cells were plated at a density of 100 cells per well in 6-well plates and cultured for 2 weeks. The culture medium was refreshed every 5 days. After incubation with different doses of dasatinib (Selleckchem, S1021, Houston, TX, USA) for 48 h, the cells were fixed with 95% methanol for 15 min and then stained with crystal violet solution (Sigma-Aldrich, V5265) for 15 min. After washing with water, colonies were counted manually.

### 2.6. Plasmids and Lentivirus Infection

Stable overexpression plasmids, including pLV3-CMV-Mmp3 (mouse)-3×HA-CopGFP-Puro (P73055), pLV3-CMV-MMP3 (human)-3×HA-CopGFP-Puro (P60013), pLV3-CMV-Ets1 (mouse)-3×HA-CopGFP-Puro (P73142), and pLV3-CMV-ETS1 (human)-3×HA-CopGFP-Puro (P73054), were obtained from MiaoLingPlasmid (Wuhan, China). The clustered regularly interspaced short palindromic repeats (CRISPR)-Cas9 lentiCRISPRv2 plasmid (Addgene, #52961, Watertown, MA, USA) was used for a stable knockout system, and single guide RNA (sgRNA) sequences were cloned into the plasmid following standard protocols [20,21]. The sgRNAs used for single-gene knockout were listed in Table 1.

HEK293T cells, cultured in DMEM medium supplemented with 10% FBS, were used to produce lentiviruses. Transfection was performed in 10 cm dishes using polyethyleneimine (PEI; Polyscience, 24765, Warrington, PA, USA) with a mixture of 4.8 μg of target plasmid, 3.6 μg of the viral packaging plasmid pCMV-delta 8.2 (Addgene #12263), and 2 μg of the envelope plasmid pMD2.G vesicular stomatitis virus glycoprotein (VSV-G) (Addgene #12259).

After 48 h, viral supernatants were harvested, filtered through 0.45 μm polyethersulfone (PES) filters, and either used immediately for infection or stored at −80 °C. To establish CRISPR knockout or stable overexpression cell lines, cells were infected with the lentiviruses at a 1:1 dilution in culture medium. Forty-eight hours post-infection, the medium was replaced with fresh medium containing 2 μg/mL puromycin (InvivoGen, ant-pr-1, San Diego, CA, USA) for selection.

### 2.7. Western Blot

Protein lysates were extracted using radioimmunoprecipitation assay (RIPA) buffer (Beyotime, P0013B, Shanghai, China), and protein concentrations were determined using Pierce™ bicinchoninic acid (BCA) Protein Assay Kit (Thermo Fisher Scientific, 23227, Waltham, MA, USA). Samples were denatured using 5× loading buffer solution (250 mM Tris-HCl, pH 6.8; 30% [*v*/*v*] glycerol; 10% sodium dodecyl sulfate [SDS]; 0.05% [*w*/*v*] bromophenol blue; and 10 mM dithiothreitol with 25% 2-mercaptoethanol) and heated at 95 °C for 10 min.

Equal amounts of protein (20 μg per well) were subjected to SDS-polyacrylamide gel electrophoresis (SDS-PAGE) using 10% or 15% gels and transferred to nitrocellulose membranes (Millipore, Burlington, MA, USA). Membranes were blocked with 3% bovine serum albumin (BSA) in tris-buffered saline with Tween 20 (TBS-T; 20 mM Tris; 150 mM NaCl; and 0.1% Tween 20, pH 7.4–7.6) for 1 h at room temperature and then incubated overnight at 4 °C with primary antibodies.

The primary antibodies used were anti-ETS1 (1:1000, cell signaling technology [CST], 14069S, Danvers, MA, USA), anti-MMP3 (1:250, Abcam, ab52915, Burlingame, CA, USA), anti-Caveolin-1 (1:1000, CST, 3238S), anti-actinin-4 (1:1000, Invitrogen MA5-32794, Waltham, MA, USA), anti-paxillin (1:500, Invitrogen, AHO0492), anti-β-actin (1:1000, CST, 3700S), anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 1:1000, Abcam, ab8245), anti-Snail (1:1000, CST, 3879), anti-Vimentin (1:1000, CST, 5741), anti-Vinculin (1:1000, CST, 13901S), and anti-phospho-p44/42 MAPK (pERK1/2; 1:1000, CST, 4370L).

After three washes with TBS-T buffer, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (anti-rabbit IgG, 1:5000, CST, 7074S; anti-mouse IgG, 1:5000, CST, 7076S) for 1 h at room temperature. The membranes were washed three times with TBS-T, and protein bands were visualized using an enhanced chemiluminescence reagent (Millipore, WBULS0500) and detected with a ChemiDoc Imaging System (Bio-Rad, Hercules, CA, USA). Protein levels were quantified using ImageJ 1.54f (Bethesda, MD, USA) and normalized to the reference control.

### 2.8. Immunofluorescence Staining

After three washes with PBS, cells were fixed with 4% paraformaldehyde for 20 min, followed by permeabilization with 0.05% Triton X-100 for 15 min and blocking with 5% BSA for 30 min. Sections were then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. The dyes and primary antibodies used were PKH26 (1:200, Sigma-Aldrich, PKH 26GL), anti-Paxillin (2 μg/mL, Invitrogen, AHO0492), and Phalloidin (1×, Invitrogen, R415). After three washes with PBS, sections were incubated with Alexa Fluor 488 and Alexa Fluor 647 secondary antibodies (Thermo Fisher Scientific, A-11008, A-11001, A-21245, and A-21235, Waltham, MA, USA) diluted 1:500 in blocking solution at room temperature for 1 h. Subsequently, sections were stained with Hoechst 33342 (1:2000, Invitrogen, H3570) to visualize nuclei. Samples were imaged (63× oil objective) using a Zeiss LSM 880 confocal microscope (Zeiss, Jena, Germany).

### 2.9. Quantitative Real-Time PCR

Total RNA was extracted from the collected samples using TRIzol reagent (Thermo Fisher Scientific, 15596026). Reverse transcription was carried out using a PrimeScript™ reverse transcription (RT) reagent kit (Takara, RR037A, Takarazuka, Japan). Quantitative real-time polymerase chain reaction (qRT-PCR) was performed using FastStart SYBR Green Master Mix (Roche, 04913850001, South San Francisco, CA, USA) and quantified on a QuantStudio™ 7 Flex Real-Time PCR System (Thermo Fisher Scientific).

Relative gene expression levels were normalized to the endogenous reference genes of 18S ribosomal RNA (*18S*) for human samples and β-Actin (*Actb*) for mouse samples. The qRT-PCR primers were listed in Table 2.

### 2.10. Animal Experiments

All animal experiments were conducted in compliance with protocols (UMARE-015-2019) approved by the University of Macau’s Animal Care Ethics Committee and in accordance with Macau’s Council on Animal Care guidelines. Female BALB/c mice or nude mice aged 6–8 weeks were randomly assigned to experimental groups.

For the orthotopic tumor model, mice were anesthetized via intraperitoneal injection of 12.5 mg/mL avertin (Sigma-Aldrich, T48402) containing tert-butyl alcohol (Sigma-Aldrich, 240486) at a dose of 300 μL per mouse. 5 × 10^5^ 4T1 murine mammary carcinoma cells were injected into the mammary fat pad of BALB/c mice. When tumors became visible (day 7), mice were administered dasatinib or vehicle by oral gavage at a dose of 10 mg/kg/day. The vehicle solution was composed of 30% PEG300, 61% double-distilled water, 4% DMSO, and 5% Tween 80. Mice were sacrificed on day 32.

For the metastasis model, 2 × 10^5^ 4T1 cells were injected via the tail vein. Mice received oral gavage of vehicle or dasatinib (10 mg/kg/day). Throughout the experiment, body weight and tumor volume (calculated as V = length × tumor width^2^/2) were measured every two days. Mice were sacrificed on day 14.

### 2.11. Three-Dimensional Ex Vivo Air–Liquid Interface (ALI) Culture

Orthotopic tumors were generated by injecting 5 × 10^5^ 4T1 murine mammary carcinoma cells into the inguinal mammary fat pad of female BALB/c or nude mice; solid masses reaching 5–8 mm in diameter were surgically excised 7–10 days post-inoculation and processed for downstream assays.

Collagen gel matrices for the inserts were prepared by mixing the collagen matrix, 10× concentrated sterile culture medium (Ham’s F-12), and sterile reconstitution buffer (2.2 g sodium bicarbonate [NaHCO_3_] in 100 mL of 0.05 N sodium hydroxide [NaOH] and 200 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid [HEPES]) on ice at a ratio of 8:1:1 immediately before use [22]. The inserts were then polymerized for 20 min in a 37 °C incubator. Tumor tissue was harvested from mice, excluding necrotic regions, and finely minced on a 500 μM wire mesh before being resuspended in the preprepared collagen mixture. Once the collagen mixture in the inserts had solidified, 50 μL of the tumor cell suspension was carefully added to each insert, avoiding bubble formation.

After an additional 30 min incubation to allow solidification, culture medium was gently added to the bottom layer to establish the air–liquid interface culture. The medium was replaced on day 4, and cell viability was assessed on day 7 using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. After imaging, the ALI tissue was dissolved in dimethyl sulfoxide (DMSO) for the quantification of cell viability.

### 2.12. Public Data Collection and Processing

The IC_50_ values for treatment with various compounds and the bulk RNA sequencing (RNA-seq) data from diverse human cancer cell lines were obtained from the Genomics of Drug Sensitivity in Cancer 2 (GDSC2) database https://www.cancerrxgene.org/ [23] and the Cancer Dependency Map (DepMap) database (Version: V24Q4) https://depmap.org/portal/ [24] (accessed on 16 January 2025). RNA-seq and clinical data from breast invasive carcinoma (BRCA) samples were obtained from The Cancer Genome Atlas (TCGA) database https://portal.gdc.cancer.gov/ (accessed on 2 September 2024).

### 2.13. Sample Preparation and RNA-Seq Process

Total RNA was extracted from cultured cells using TRIzol reagent (Thermo Fisher Scientific, 15596026, Waltham, MA, USA) and then purified using the RNeasy mini kit (QIAGEN, 74104, Germantown, MD, USA). The RNA concentration and integrity were assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), with RNA integrity number (RIN) value exceeding 7.0. RNA quantity was further verified with the Qubit 2.0 Fluorometer (Invitrogen). Complementary DNA (cDNA) libraries for RNA-seq were prepared using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina (New England Biolabs, E7770, Ipswich, MA, USA) and subjected to quality control. Sequencing was conducted on the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) using 150-base pair paired-end reads.

### 2.14. RNA-Seq Data Preprocessing and Analysis

Raw reads from sequencing results were quality-checked using FastQC v0.12.1 software [25], and summary results were compiled using MultiQC v1.16 [26]. Adapter sequences were trimmed using Trim Galore to generate clean reads. Sequence alignment was performed using Spliced Transcripts Alignment to a Reference (STAR, v2.5.2b) [27] against the human genome (hg38) or mouse genome (mm19) using default parameters. Gene-level read quantification was performed using FeatureCounts (v1.6.0) [28]. Principal component analysis (PCA) was used to evaluate batch effects in gene expression across different experimental conditions. Differentially expressed gene (DEG) analysis was carried out using DESeq2 [29]. Genes with adjusted *p*-value < 0.05 were considered statistically significant and were selected for downstream functional enrichment analysis, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using the R package “clusterProfiler” 4.14.4. All *p*-values were adjusted according to the Benjamini–Hochberg method for multiple testing correction. Volcano plots, heatmaps, and bar plots were generated using R software (version 4.2.0).

### 2.15. Statistical Analysis

All values on the graphs are presented as mean ± standard deviation (SD) from triplicate experiments. Statistical analysis was performed using GraphPad Prism Version 10.0 (GraphPad Software, San Diego, CA, USA). For comparisons between two groups, a two-sided Student’s T-test was used. One-way analysis of variance was used for comparisons among multiple groups. Differences were considered statistically significant at *p* < 0.05. Correlation analysis was performed using the Pearson correlation coefficient or the nonparametric Spearman correlation. The levels of statistical significance are indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## 3. Results

### 3.1. Large-Scale Drug Screening Identifies Dasatinib as an Inhibitor for Breast Cancer Cell Migration

To investigate effective and low-toxicity therapeutic agents for breast cancer metastasis, we devised a systematic repurposing screening of 140 FDA-approved drugs (Figure 1A). Initially, highly metastatic murine TNBC 4T1 cells were individually screened with 140 drugs (Supplementary Table S1) using the cell viability assay (Supplementary Figure S1A–C). The 140 compounds encompass diverse molecular targets and signaling pathways, and the majority hold U.S. FDA approval. Based on their IC_50_ value, the top 35 candidate drugs were selected, and their low-dose IC_20_ concentrations were subsequently validated (Supplementary Figure S1D).

To evaluate the anti-migratory potential of these candidates under low-dose conditions, a high-throughput scratch wound-healing assay was performed using the Incucyte live-cell imaging system (Figure 1B–F). Cisplatin at its IC_20_ concentration served as a positive control, and drugs that more effectively inhibited cell migration compared to cisplatin were considered promising candidates. Among the top 35 candidates, low-dose microtubule inhibitors (paclitaxel and docetaxel) and SRC/Abelson (ABL) dual inhibitors (dasatinib and bosutinib) exhibited strong anti-migratory effects (Figure 1C–F). These effects were also observed in the human TNBC cell line MDA-MB-231. Notably, paclitaxel and docetaxel are already approved for the treatment of metastatic breast cancer [30]. Therefore, dasatinib was selected for further investigation.

In the clonogenic formation assay, dasatinib inhibited 4T1 cell proliferation in a dose-dependent manner (Supplementary Figure S1E). In addition to its anti-migratory effects, dasatinib significantly reduced the invasive capacity of both 4T1 and MDA-MB-231 cells (Figure 1G,H).

Collectively, low-dose dasatinib effectively suppressed cell proliferation, migration, and invasion in vitro, indicating that low-dose dasatinib may enhance therapeutic efficacy against tumor metastasis.

### 3.2. Dasatinib Hinders Breast Cancer Cell Survival and Metastasis

To explore the therapeutic effect of dasatinib in suppressing breast cancer progression, we employed ex vivo and in vivo approaches, including three-dimensional (3D) air–liquid interface (ALI) culture, patient-derived organoid (PDO) culture, and allograft mouse models. In the ALI model, minced 4T1 tumor tissue from mice was embedded in collagen gel within the inner Transwell chamber, allowing air exposure, integrated tumor growth, and preservation of the natural ECM and immune components to closely mimic the tumor microenvironment (TME) ex vivo [22] (Figure 2A). Dasatinib treatment significantly inhibited 4T1 tumor tissue growth in a dose-dependent manner in samples derived from immunocompetent BALB/c mice (Figure 2B).

Furthermore, in our previous study [31], drug screening on human PDO samples revealed that dasatinib exerted potent cytotoxic effects in 17 TNBC PDOs and demonstrated superior efficacy compared with other clinically approved agents for breast cancer. These findings underscore its potential as a promising therapeutic option for patients with TNBC (Figure 2C,D).

Cancer metastasis is a multistep process in which tumor cells acquire invasive properties, degrade the ECM, intravasate into the circulation, survive transit, disseminate to distant organs, and ultimately colonize secondary sites [10,11,12]. To determine whether dasatinib inhibits lung colonization by breast cancer cells, we employed two in vivo models. In the tail vein model (Figure 2E), which bypasses the primary tumor and focuses on metastatic colonization [32], mice treated with dasatinib led to a dose-dependent reduction in lung metastases (Figure 2F,G). In the orthotopic models (Figure 2H), 4T1 cells were injected into the mammary fat pad of BALB/c mice to recapitulate the full metastasis cascade [33]. Dasatinib treatment significantly reduced the number of metastatic nodules in the lungs and spleens (Figure 2I,J), indicating that dasatinib can inhibit tumor cell metastasis to distant organs.

Taken together, these findings suggest that dasatinib is a promising therapeutic candidate for inhibiting the progression and metastatic spread of breast cancer.

### 3.3. Dasatinib Prevents Metastasis by Disrupting the Actin Cytoskeleton

To examine dasatinib’s effect on cell morphology, we observed structural changes in TNBC cell lines. Dasatinib significantly inhibited lamellipodia and filopodia formation in MDA-MB-231 and Hs578T cells (Figure 3A), which are critical structures for cell migration and invasion. Consistently, dasatinib downregulated key cytoskeletal regulators (*CDC42*, *RAC1*, *MYO10*, *DIAPH2*) involved in filopodia formation (Figure 3B), indicating compromised cytoskeletal integrity and diminished motility capacity.

To further validate these observations, we employed immunofluorescence and Western blot targeting specific structural markers. Membrane integrity was assessed using PKH26 (fluorescent membrane lipid dye) and anti-caveolin-1 (*CAV1*; lipid raft scaffold protein antibody), while cytoskeletal architecture was analyzed via phalloidin (F-actin probe) and anti-paxillin (focal adhesion protein antibody). Dasatinib treatment reduced membrane lipid rafts and cell spreading area and diminished cytoskeletal protrusions (Figure 3C–E). Phalloidin staining further demonstrated that dasatinib induced cytoskeletal disorganization, with cells transitioning from spindle-shaped morphology to rounded or punctate configurations. Concomitant reduction in focal adhesion protein paxillin was also observed. In addition, Western blot analysis confirmed dose- and time-dependent decreases in paxillin and caveolin-1 protein levels (Figure 3F). Moreover, dasatinib suppressed epithelial–mesenchymal transition (EMT) markers (Snail, Vimentin) and phosphorylated extracellular signal-regulated kinases (p-ERK1/2), indicating inhibition of EMT and MAPK signaling pathways (Figure 3G,H).

Overall, these findings demonstrate that dasatinib disrupts actin cytoskeletal dynamics, impairs cell motility, and attenuates downstream oncogenic pathways (EMT/MAPK), ultimately reducing metastatic potential in aggressive breast cancers.

### 3.4. Dasatinib Exhibits High Sensitivity in the Basal B Breast Cancer with High ETS1 Expression

Breast cancer cell lines were classified into luminal A (LA), luminal B (LB), HER2-positive (H), and TNBC of basal A (BaA) and basal B (BaB) subtypes [5,6]. While our initial experiments focused on TNBC cell lines of murine 4T1 and human MDA-MB-231, the broader applicability of dasatinib across breast cancer subtypes remained unclear.

To address this, we assessed dasatinib sensitivity across 10 in-house human breast cancer cell lines, including luminal (BT474, T47D, MCF7), basal A (MDA-MB-468, BT-20, HCC1937), and basal B (MDA-MB-231, Hs578T, SUM149PT). Notably, dasatinib exhibited increased sensitivity in basal B subtype cell lines (Figure 4A). Next, we extended our analysis to 36 cell lines from the Genomics of Drug Sensitivity in Cancer 2 (GDSC2) database [23], which confirmed that dasatinib displayed selective potency in basal B cells, with significantly lower IC_50_ values compared to other subtypes (Figure 4B). To determine whether this subtype-specific sensitivity was unique to dasatinib, we analyzed IC_50_ values for 275 drugs across the same 36 cell lines using the GDSC2 database. Our integrated analysis revealed that dasatinib’s selective potency in basal B cells was unique, as other compounds exhibited more variable activity profiles across subtypes (Figure 4C and Figure S2A). Notably, both dasatinib and bosutinib are dual SFK/ABL inhibitors that suppress cell migration, but they differ in subtype preferences. After analyzing published kinome profiling datasets to compare their kinase binding affinities [34], we found that dasatinib has a significantly higher affinity for SFKs, while bosutinib showed slightly higher affinity for ABL kinases (Supplementary Figure S2B).

To further elucidate the molecular characteristics underlying dasatinib sensitivity, we compared gene expression profiles between dasatinib-sensitive (IC_50_ < 2.85 µM) and non-sensitive (IC_50_ > 50 µM) cell lines. Principal component analysis (PCA) separated the two groups within a 95% confidence interval (Figure 4D), indicating distinct transcriptomic profiles. Differentially expressed genes (DEGs) were visualized in a volcano plot comparing dasatinib-sensitive versus non-sensitive groups (Figure 4E) and in a heatmap displaying expression patterns across individual cell lines (Figure 4F). Analysis revealed significant downregulation of luminal markers (*ESR1*, *FOXA1*, *SPDEF*), whereas ETS proto-oncogene 1 (*ETS1*), a transcription factor associated with TNBC, was significantly upregulated [5,35]. The downregulated genes (*ESR1*, *AR*, *SPDEF*, and *FOXA1*) participate in hormone receptor signaling and epithelial integrity in breast cancer [36,37,38]. In contrast, upregulated genes in sensitive cell lines were enriched in pathways related to EMT process (*CDH2*, *SNAI2*, *ZEB2*, *IL6*) [39,40], ECM remodeling (*MMP2*, *LOX*, *COL4A1*, *COL8A1*) [10], cancer stemness (*PTGS2*/*COX-2*) [41,42], angiogenesis and cell migration (*FGF2*, *EDIL3*, *PTN*) [43,44,45], and drug resistance and metastasis (*ETS1*, *AXL*, *ADAMTS12*) [46,47,48]. Gene Ontology (GO) enrichment analysis corroborated these findings. Pathways enriched among upregulated genes in dasatinib-sensitive cell lines included ECM organization, cell–substrate adhesion, and cell migration (Figure 4E and Figure S2C). In contrast, downregulated pathways were associated with epithelial cell functions, mammary gland differentiation, and lung development (Figure 4E and Figure S2C). These pathways are critically involved in tumor progression and underpin the aggressive phenotype of dasatinib-sensitive cell lines.

Collectively, the integrated analysis of 10 in-house and 36 publicly available breast cancer cell lines revealed dasatinib sensitivity as specific to the basal B subtype, which is unique among 275 compounds screened (Figure 4G and Figure S2F,G, Table S2). Our findings indicate that dasatinib exhibits preferential activity against aggressive TNBC cell lines characterized by high ETS1 expression, with sensitivity driven by ECM pathway activation.

### 3.5. Dasatinib Modulates ECM Organization and Suppresses ETS1 and MMP3 Expression

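MDA-MB-231 is a triple-negative breast cancer cell line of the basal B subtype, and dasatinib is an inhibitor of SRC family kinases. RNA was sequenced from 2 biological replicates of untreated cells (0 h) and from 2 each of cells treated with 100 nM dasatinib for 6, 12, 24 and 48 h, 10 libraries in all. The dose is that of the legend of Figure 5, since the sample labels give none. The 0 h samples are titled sham while their treatment field names the drug, and they were used as untreated controls, as in that legend. Untreated cells collected at 6, 12, 24 or 48 h are not among the samples, so every difference from 0 h includes time in culture.

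Total gene counts were 43714267 and 45523254 at 0 h, 43432997 and 46592728 at 6 h, and 40942913 and 45148693 at 12 h. They were 49133774 and 41693920 at 24 h and 48950416 and 43226040 at 48 h. The authors trimmed the reads with Trim Galore, aligned them to hg38 with STAR 2.5.2b and counted them per gene with featureCounts. They deposited raw counts and TPM for 36687 gene symbols. The raw counts were tested here with edgeR's quasi-likelihood test after TMM normalization, in 1 fit over the 5 groups. Of the genes, 15727 passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The gene annotation and the strand setting of the counting are not stated, so reads of overlapping or antisense genes could not be separated.

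Replicate 1 at 12 h stood apart from the other libraries. Its highest correlation of log2 CPM (counts scaled to library size) with any library was 0.955, against 0.983 to 0.987 for the others. Mitochondrially encoded mRNAs made up 7.94% of its counts and ribosomal protein mRNAs 4.24%, against 5.42% and 7.18% in 12 h replicate 2. At 0 h mitochondrially encoded mRNAs made up 5.72% and 5.07% and ribosomal protein mRNAs 6.69% of each library, and at 24 h the former made up 6.80% and 5.55%. Both 12 h libraries were kept. Because the groups share an estimate of the spread, the difference between these 2 libraries widens it for every comparison.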

To elucidate the molecular mechanisms by which dasatinib inhibits breast cancer progression, we conducted bulk RNA sequencing (RNA-seq) on MDA-MB-231 cells treated with dasatinib for 6, 12, 24, and 48 h, respectively. Differential expression analysis identified 554 genes consistently altered (*p* < 0.05) across all time points (Figure 5A). 

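After 6 h of dasatinib, 195 genes were higher and 235 were lower than in untreated cells at an adjusted p under 0.05 from edgeR. There were 618 higher and 506 lower genes at 12 h, 1531 and 1612 at 24 h, and 2512 and 2565 at 48 h. At 6 h, *DDIT4*, an inhibitor of mTORC1 signaling, rose by a log2 fold change of 2.72 (standard error 0.198, adjusted p = 0.000128 from edgeR), and *STC1*, which encodes the secreted glycoprotein stanniocalcin-1, by 2.48 (standard error 0.123, adjusted p = 1.53e-05). *EDN1*, the gene of endothelin-1, fell to a log2 fold change of −2.56 (standard error 0.282, adjusted p = 0.00162) and *CAVIN2*, a caveola component, to −2.24 (standard error 0.115, adjusted p = 1.53e-05).

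Genes were ranked for naming if their average log2 CPM was at least 2 and both treated libraries lay beyond both 0 h libraries. Among the ranked genes, the gel-forming mucin gene *MUC5B* rose most at 48 h. It went from 22.6 ± 1.13 CPM (SD, n = 2) at 0 h to 1945 ± 54.8 CPM (SD, n = 2), a log2 fold change of 6.42 (standard error 0.261, adjusted p = 1.27e-06 from edgeR). *CST1*, a secreted cysteine protease inhibitor whose paralog *CST4* may share its reads, had a log2 fold change of 5.37 at 48 h. *CEMIP*, which takes part in hyaluronan breakdown, had 5.18, and *ENPP2*, the gene of autotaxin, had 4.93. The protease gene *ADAMTS6* was among the 6 most lowered of the ranked genes at each time and reached −4.08 at 48 h (standard error 0.249, adjusted p = 5.3e-06).

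At all 4 times 174 genes were changed, of which 108 were higher throughout, 63 lower throughout and 3, *IFI44L*, *OAS2* and *INHBB*, changed direction. Independent lists of these lengths would share 1.98 genes, 0.119 of them higher and 0.126 lower throughout. In 10 simulations of unchanged groups against the same 0 h libraries, edgeR called 0 of 15612 genes at all 4 times and at most 3 anywhere, and 28 to 45 at all 4 times at an unadjusted p under 0.05; no other tool was run on them. The comparisons were not split between the 2 control libraries, so part of the excess may come from sharing them. The simulations held no separate setting for a library that stands apart, as 12 h replicate 1 does. They therefore do not speak to calls that depend on that library.

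Without 12 h replicate 1, 3205, 2793, 6665 and 8364 genes were changed at 6, 12, 24 and 48 h and 1094 at all 4 times, and without 12 h replicate 2 these were 3205, 7559, 6657, 8351 and 1154. Fewer genes were thus called at 12 h than at 6 h without 12 h replicate 1, as with DESeq2 on each time and 0 h alone (2834 at 6 h and 289 at 12 h) and with edgeR on the 2 groups alone (2966 and 0, with 1615 at 12 h at an unadjusted p under 0.05). Leaving out 1 library of any other group gave 59 to 232 genes at 6 h, 169 to 593 at 12 h, 1216 to 2491 at 24 h, 2913 to 4330 at 48 h and 30 to 95 at all 4 times.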

Given the enrichment of ECM organization pathways in both dasatinib-sensitive cell lines and treated samples, we focused on ECM-related genes (GO:0030198) and identified 22 overlapping genes (Figure 5B), whose expression profiles are visualized via a heatmap (Figure 5C).

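Of the 22 genes drawn in Figure 5C, 12 had positive and 10 had negative log2 fold changes at every time. At an adjusted p under 0.05 from edgeR, 9 were changed at all 4 times, 12 at 3 times and 1, *PTX3*, at 12 h alone. The 9 are the higher genes *ADAMTS15*, *LTBP4*, *BCL3* and *SH3PXD2B* and the lower genes *ADAMTS6*, *CAV1*, *ETS1*, *CCN2* and *CCN1*. The study chose the 22 genes partly on these libraries, so their directions are not independent evidence.

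Among the higher genes, *CREB3L1*, a transcription factor for collagen genes, rose at 48 h from 13.3 ± 1.89 to 56.8 ± 1.94 CPM (SD, n = 2 each), a log2 fold change of 2.09 (standard error 0.142, adjusted p = 8.37e-06 from edgeR). *COL6A1*, a collagen VI chain, had a log2 fold change of 1.32 at 48 h (standard error 0.125, adjusted p = 4.48e-05). *LTBP4*, which binds latent TGF-β, had 0.61 at 6 h and 0.51 at 48 h. *PBXIP1* showed the largest rise of the 12, with 2.63 at 48 h.

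Among the lower genes, the caveolin-1 gene *CAV1* fell from 1032 ± 11.4 CPM (SD, n = 2) at 0 h to 639 ± 2.93 CPM (SD, n = 2) at 6 h and 566 ± 4.41 CPM (SD, n = 2) at 48 h. The matricellular gene *CCN2* had a log2 fold change of −2.03 at 6 h (standard error 0.170, adjusted p = 0.000235), −2.18 at 12 h and −0.48 at 48 h (standard error 0.164, adjusted p = 0.0463), and *CCN1*, of the same family, had −1.78 at 6 h, −2.14 at 12 h and −1.04 at 48 h. *PTX3* had a log2 fold change of −0.54 at 48 h, which did not pass the test (adjusted p = 0.208). Without 12 h replicate 1, 21 of the 22 genes were changed at all 4 times, with *MMP3* at 6 h the exception, and with 1 library of 0, 6, 24 or 48 h left out 2 to 5 were.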

As dasatinib is a known SRC kinase inhibitor, we utilized the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database to construct a protein–protein interaction (PPI) network linking SRC to the 22 ECM-related genes (Figure 5D). 

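*ETS1* mRNA fell within 6 h of dasatinib and stayed lower through 48 h. *ETS1* encodes a transcription factor and lies on chromosome 11 of GRCh38 from 128458761 to 128587558, on the minus strand. Its level was 176 ± 0.942 CPM (SD, n = 2) at 0 h, 82.6 ± 2.46 at 6 h, 82.3 ± 2.61 at 12 h, 81.9 ± 6.49 at 24 h and 95.3 ± 0.591 at 48 h (SD, n = 2 each). The log2 fold change was −1.10 at 12 h (standard error 0.104, adjusted p = 0.000427 from edgeR) and −0.89 at 48 h (standard error 0.103, adjusted p = 0.000144).

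*MMP3*, which encodes the matrix protease stromelysin-1, lies on the same chromosome from 102835801 to 102843609, also on the minus strand. It was a lowly expressed gene in these cells, with 106 to 148 counts per library at 0 h and 8 to 38 at 12 h. Its level was 2.98 ± 0.779 CPM (SD, n = 2) at 0 h and 0.570 ± 0.292 CPM (SD, n = 2) at 48 h. The log2 fold change was −1.07 at 6 h, which did not pass the test (standard error 0.603, adjusted p = 0.446 from edgeR), and −2.53 at 12 h (standard error 0.645, adjusted p = 0.0445). It was −2.33 at 24 h (adjusted p = 0.0275) and −2.38 at 48 h (standard error 0.638, adjusted p = 0.0169). Without 12 h replicate 1, the 12 h value was −1.83 (adjusted p = 0.0231).

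**Figure D1:**
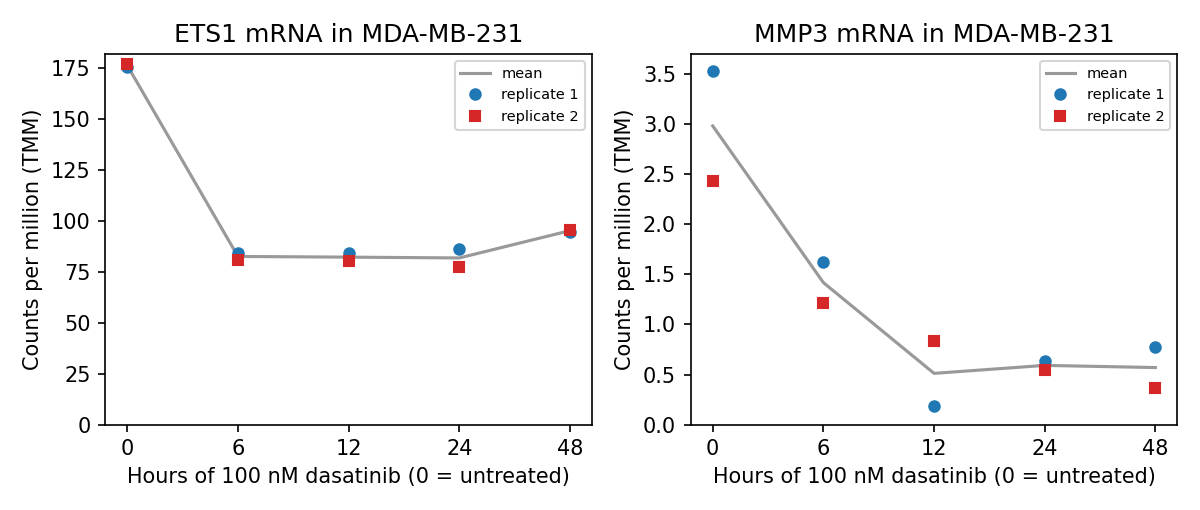
CPM of *ETS1* (left) and *MMP3* (right), normalized by TMM, against hours of 100 nM dasatinib, with times evenly spaced and 0 h untreated. Points are the 2 replicates and the line joins their means; every treated *ETS1* library lies below both 0 h libraries.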

*ETS1* emerged as a central node associated with dasatinib sensitivity (Figure 4E), prompting further investigation into the SRC-ETS1-MMP3 regulatory axis.

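Cell cycle genes separated the early from the late libraries. Between 6 and 48 h the 70 measured genes of DNA replication moved by a median log2 difference of −1.4 (adjusted p = 6.44e-52 from camera over 34 lists, 0.00107 with an estimated correlation), and the 89 genes of mitosis and chromosome segregation by −1.35 (adjusted p = 8.3e-57, 0.000888 with an estimated correlation). The 30 genes of CDK inhibitors and quiescence moved the other way, by a median of 0.487 (adjusted p = 0.000491, 0.0459 with an estimated correlation).

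Across all genes, edgeR called 114 genes between 6 and 12 h (79 higher and 35 lower at 12 h). It called 1192 between 12 and 24 h (539 higher and 653 lower) and 500 between 24 and 48 h (298 higher and 202 lower). Between 6 and 48 h it called 5221, of which 2547 were higher and 2674 lower at 48 h. With 1 library left out these counts ran from 0 to 7853, 128 to 7494, 17 to 3538 and 2891 to 8363, with the highest without a 12 h library. The count of 0 came without either 6 h library, where 1852 and 1828 genes had an unadjusted p under 0.05; no other tool was run on those 9 libraries. With edgeR on the 2 times alone, 0 genes were called between 6 and 12 h and 0 between 12 and 24 h. There 1023 and 1689 genes had an unadjusted p under 0.05. DESeq2 on the 2 times alone called 13 and 335, and DESeq2 on all libraries 1229 and 2062. Between 24 and 48 h the 2 times alone gave more genes, 3805 with edgeR and 3222 with DESeq2. Between 6 and 48 h they gave 8416 and 7806. Of the fits between times, those on the 2 times alone and those with DESeq2 were added after the data were seen.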

GO analysis revealed dynamic biological processes over time. 

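More genes of the extracellular matrix were higher than lower at 48 h. Of 57 measured collagens and structural glycoproteins, 26 were higher and 5 lower at 48 h (27 and 6 when adjusted over the list alone), after 3 and 1 at 6 h, 6 and 3 at 12 h, and 19 and 5 at 24 h. Fibronectin (*FN1*) rose from 328 ± 8.52 to 1323 ± 31.6 CPM at 48 h (SD, n = 2 each), a log2 fold change of 2.01 (standard error 0.137, adjusted p = 8.39e-06 from edgeR). *LTBP1*, which binds latent TGF-β, had a log2 fold change of 1.98. The lower genes included *CCDC80* (−1.06) and the laminin chain gene *LAMB1* (−0.96). By camera the list was higher at 48 h, with adjusted p = 2.77e-05, and adjusted p = 0.0426 with an estimated correlation. Its calls at 12 h (adjusted p = 0.0163) and 24 h (adjusted p = 0.00645) were lost with an estimated correlation (adjusted p = 0.229 and adjusted p = 0.147).

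Of 30 matrix crosslinking and modifying enzymes, 15 were higher and 4 lower at 48 h (15 and 5 when adjusted over the list alone; adjusted p = 0.00296 from camera, adjusted p = 0.189 with an estimated correlation). *P4HA1* and *PLOD2*, which hydroxylate collagen, had log2 fold changes of 1.28 and 1.10, and the transglutaminase gene *TGM2* had −1.49. The first list holds 4 and the second 3 of the genes of Figure 5C, which the study chose partly on these libraries.

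More regulators of the Ras and Rap GTPases were higher than lower at 48 h. Of 56 Ras and Rap regulators, 15 were higher and 5 lower (16 and 5 when adjusted over the list alone; adjusted p = 0.0273 from camera, adjusted p = 0.189 with an estimated correlation and 0.0787 by Fisher's exact test). *RASD1* had a log2 fold change of 2.21 and *RGL1*, a Ral exchange factor, 1.68.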

Dasatinib treatment upregulated pathways associated with ECM organization and small GTPase-mediated signaling, suggesting drug-induced cellular stress through structural remodeling and enhanced motility. 

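Genes of lipid transport and storage were more often higher than lower at 48 h. Of 57 measured, 26 were higher and 6 lower at 48 h (27 and 7 when adjusted over the list alone; adjusted p = 9.38e-05 from camera, adjusted p = 0.0311 with an estimated correlation). *LRP1*, an endocytic receptor for apolipoprotein E-bearing particles, rose from 22.2 ± 0.592 to 120 ± 11.6 CPM (SD, n = 2 each), a log2 fold change of 2.43 (standard error 0.168, adjusted p = 8.74e-06 from edgeR). The sterol exporter gene *ABCG1* had a log2 fold change of 4.63 from only 12 to 20 counts per library at 0 h, and the phospholipid flippase gene *ATP8A1* had 4.39. The fatty acid-binding protein gene *FABP5* had −0.98.

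Of 21 genes of fatty acid synthesis and desaturation, 8 were higher and 2 lower at 48 h (8 and 3 when adjusted over the list alone; adjusted p = 0.0337 from camera, adjusted p = 0.144 with an estimated correlation, 0.0637 without 0 h replicate 2 and 0.0571 without 48 h replicate 1). The stearoyl-CoA desaturase gene *SCD* rose from 809 ± 14.8 to 1866 ± 61.7 CPM (SD, n = 2 each), and *ACSS2*, which makes acetyl-CoA, had a log2 fold change of 1.36.

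Few genes of cholesterol biosynthesis and uptake were called at 6 h. Of 25, none was higher and 2 were lower at 6 h (0 and 4 when adjusted over the list alone; adjusted p = 0.00714 from camera, adjusted p = 0.182 with an estimated correlation), and 8 were higher and 2 lower at 48 h (8 and 2; adjusted p = 0.0703 from camera, adjusted p = 0.264 with an estimated correlation and 0.101 by Fisher's exact test). The 48 h value was 0.0824 with the replicate block, 0.0449 with DESeq2 and 0.0177 to 0.119 with a library left out. *HMGCS1* had a log2 fold change of −0.48 at 6 h (adjusted p = 0.0424 from edgeR) and 0.79 at 48 h (adjusted p = 0.000343), and *MSMO1* had −0.50 and 0.86. The difference between 48 and 6 h over the list had adjusted p = 0.00145 from camera and adjusted p = 0.106 with an estimated correlation.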

Concurrent enrichment of lipid metabolic reprogramming indicated increased energy demands and membrane alterations. Furthermore, enrichment of genes involved in cell motility overlapped with axon guidance pathways, reflecting shared activation of neurodevelopmental pathways (Figure 5E). Conversely, downregulated genes were enriched in ribosome biogenesis and DNA replication, indicative of suppressed proliferation and a potential shift toward cellular quiescence or a stressed response state (Figure 5F).

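More axon guidance genes were higher than lower at 48 h. Of 64 measured ligands and receptors, 23 were higher and 7 lower at 48 h (23 and 8 when adjusted over the list alone), after 2 and 3 at 6 h. *PLXND1*, a semaphorin receptor, rose from 66.9 ± 1.83 to 327 ± 22.3 CPM (SD, n = 2 each), a log2 fold change of 2.29 (standard error 0.133, adjusted p = 4.39e-06 from edgeR). *NRP1*, a co-receptor for semaphorins and VEGF, had a log2 fold change of 1.43 and *PLXNA3* 1.50, while the ephrin receptor gene *EPHB2* had −0.71. The list was higher at 48 h by camera with adjusted p = 0.00027, and adjusted p = 0.158 with an estimated correlation.

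Of the 7 measured PDGF ligands and receptors, *PDGFD* (log2 fold change 1.53) and *PDGFRB* (0.99) were higher at 48 h and none was lower (2 and 0 when adjusted over the list alone). The list as a whole did not pass the test (adjusted p = 0.121 from camera, and 0.0455 without 12 h replicate 2).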

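Most ribosome biogenesis and DNA replication genes were lower at 48 h. Of 120 ribosome biogenesis factors, 3 were lower and none higher at 6 h, 45 were lower at 12 h (73 when adjusted over the list alone), 86 at 24 h and 99 at 48 h, when 1, *EFL1*, was higher (1 higher and 105 lower at 48 h when adjusted over the list alone). *BOP1*, a factor for the large ribosomal subunit, was at 264 ± 0.592 CPM (SD, n = 2) at 0 h and 73.3 ± 4.90 CPM (SD, n = 2) at 48 h, a log2 fold change of −1.85 (standard error 0.125, adjusted p = 8.37e-06 from edgeR). *NLE1*, another assembly factor of that subunit, had −0.67 at 12 h (adjusted p = 0.00944) and −1.33 at 48 h. By camera the list was lower at 12 h with adjusted p = 8.1e-25 (2.85e-28 without 12 h replicate 1) and at 48 h with adjusted p = 1.88e-27, and with an estimated correlation these were adjusted p = 0.0252 and 0.0133.

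The DNA replication list was lower at 12 h by camera with adjusted p = 0.0477, and adjusted p = 0.322 with an estimated correlation. Of 70 genes, none was lower at 6 h and 4 were lower at 12 h, against 60 at 24 h and 66 at 48 h (63 and 66 when adjusted over the list alone), with adjusted p = 2.11e-41 and 7.32e-47 from camera. *RRM2*, a subunit of ribonucleotide reductase, had a log2 fold change of −0.20 at 12 h (adjusted p = 0.272 from edgeR) and −2.19 at 48 h (standard error 0.112, adjusted p = 3.46e-06). The clamp loader gene *RFC3* had −1.78 at 48 h and the origin licensing gene *CDC6* −1.45. Of 51 genes of recombination and double-strand break repair, 34 were lower and 3 higher at 48 h (38 and 3 when adjusted over the list alone; adjusted p = 2.02e-13 from camera).

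Of 89 genes of mitosis and chromosome segregation, 87 were lower and none higher at 48 h (87 and 0 when adjusted over the list alone; adjusted p = 3.51e-65 from camera). Cyclin A2 (*CCNA2*) had a log2 fold change of 0.02 at 12 h (adjusted p = 0.931) and −1.82 at 48 h (standard error 0.108, adjusted p = 4.71e-06 from edgeR), and the kinetochore gene *SKA3* had −2.39 at 48 h. Of 30 CDK inhibitors and quiescence genes, 17 were higher and 2 lower at 48 h (18 and 2 when adjusted over the list alone; adjusted p = 2.51e-07 from camera), with a log2 fold change of 1.68 for *CCNG2*, an atypical cyclin of resting cells. The 48 h calls of these lists held with an estimated correlation. In the 48 h libraries mitochondrially encoded mRNAs made up 7.24% and 6.73% of the counts and ribosomal protein mRNAs 5.42% and 5.23%. From the lowered ribosome biogenesis and DNA replication terms, the paper proposes reduced proliferation and a possible move toward quiescence or a stressed state.

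**Figure D2:**
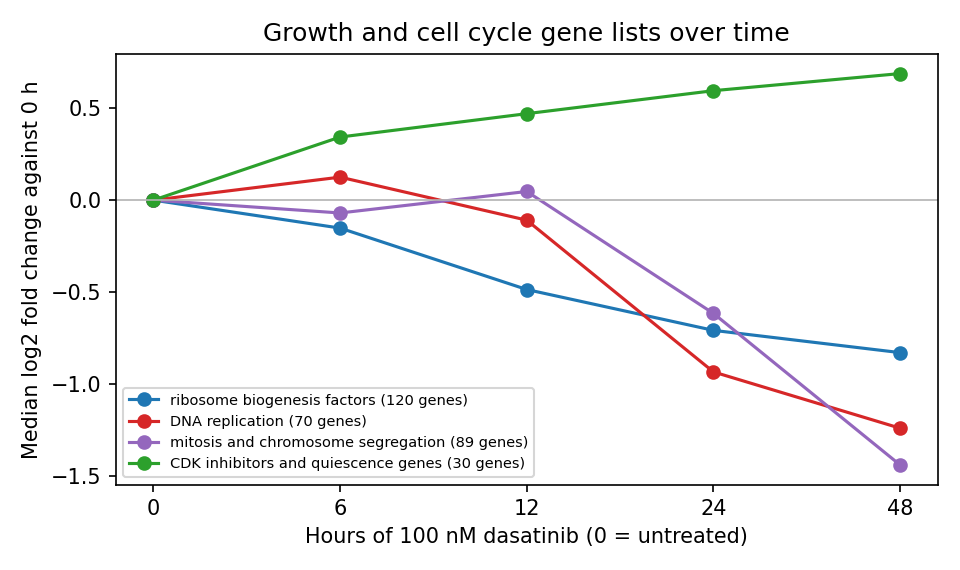
Median log2 fold change against 0 h of 4 gene lists, plotted against hours of 100 nM dasatinib with times evenly spaced; each point is the median over the measured genes of a list in 2 treated and 2 untreated libraries. The ribosome biogenesis median lies at −0.486 at 12 h, when the mitosis median lies at 0.047, and the mitosis median reaches −1.44 at 48 h.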

Among 36 breast cancer cell lines, *ETS1* expression negatively correlated with dasatinib IC_50_ values (r = −0.6054, *p* < 0.0001) (Figure 5G). Similarly, this relationship was recapitulated in our qPCR data, where *ETS1* expression also inversely correlated with dasatinib IC_50_ values (r = −0.673, *p* = 0.033) (Figure 5H). Moreover, in our breast cancer PDO samples [31], *ETS1* expression was negatively associated with dasatinib (r = −0.3270, *p* = 0.0139) (Figure 5I). These findings suggest that dasatinib exhibits pronounced efficacy in *ETS1*-high samples. Notably, previous studies have reported increased *ETS1* mRNA levels in invasive breast cancer [49]. As a transcription factor, ETS1 regulated the expression of *MMP3* [50,51,52]. Consistently, a strong positive correlation between *ETS1* and *MMP3* mRNA expression was found in The Cancer Genome Atlas (TCGA) dataset (n = 1226; *p* < 2.2 × 10^−16^) (Figure 5J). These findings suggest that elevated expression of *ETS1* and *MMP3* may be associated with increased sensitivity to dasatinib treatment.

Subsequently, we sought to verify the roles of ETS1 and MMP3 in dasatinib-mediated inhibition of breast cancer progression. In MDA-MB-231 cells, dasatinib downregulated both ETS1 and MMP3 expression in dose- and time-dependent manners (Figure 6A,B). Similar reductions in MMP3 expression were observed in other basal B subtype cell lines of SUM149 and Hs578T, but not in the luminal A subtype MCF7 (Figure 6C,D), confirming subtype-specific regulation. Concordantly, dasatinib treatment resulted in a dose- and time-dependent reduction in ETS1 and MMP3 protein levels (Figure 6E,F).

To investigate the functional role of ETS1 and MMP3 in the context of dasatinib treatment in aggressive TNBC, we generated stable cell lines overexpressing (OE) ETS1 or MMP3 using the PLV3 plasmid and knockout (KO) cell lines using the CRISPR-Cas9 V2 system. ETS1-OE increased MMP3 protein levels, whereas MMP3-OE did not alter ETS1 levels (Figure 6G), suggesting the notion that ETS1 acts upstream of MMP3. Furthermore, MMP3-KO reduced the expression of ECM components such as Actinin-4 and Paxillin (Figure 6H).

To further assess the roles of ETS1 and MMP3 in metastasis, Ets1-KO and Mmp33-KO 4T1 cells (Figure 6H and Figure S2E) were intravenously injected into BALB/c mice via the tail vein. Depletion of either MMP3 or ETS1 significantly reduced the lung metastatic burden compared to controls, with no significant body weight loss observed (Figure 6I,J).

In summary, these findings underscore the pivotal roles of ETS1 and MMP3 in dasatinib-induced ECM remodeling and suppression of TNBC metastasis, positioning the SRC/ETS1/MMP3 signaling axis as a promising therapeutic target.

### 3.6. Dasatinib Potentiates Anti-Tumor Effects via the Immune Microenvironment

ECM remodeling is generally associated with immune system involvement [53]. To investigate whether the anti-tumor effect of dasatinib in breast cancer requires immune participation, we utilized ALI culture from both immunodeficient BALB/c mice and immunocompetent nude mice. The results showed that dasatinib exerted stronger cytotoxic effects in 4T1 tumors derived from immunocompetent mice than from immunodeficient mice (Figure 7A–C). Given that anti-PD-1 antibodies represent a current focus of immunotherapy, we further evaluated their combined efficacy. Both dasatinib and anti-PD-1 monotherapies suppressed tumor growth, while their combination produced greater inhibitory effects than either agent alone. In contrast, in tumors from immunodeficient mice, no significant difference was observed between dasatinib monotherapy and the combination with anti-PD-1 antibodies.

Collectively, these findings support the combination of dasatinib and anti-PD-1 immunotherapy as a promising therapeutic strategy for enhancing anti-tumor responses. Moreover, they suggest that dasatinib may potentiate the therapeutic outcomes by modulating the immune microenvironment.

## 4. Discussion

Owing to the absence of well-defined molecular targets, the therapeutic landscape for TNBC/basal-like breast cancer remains especially challenging, necessitating the development of alternative therapeutic strategies [54]. Among 140 compounds screened, our study identified dasatinib as a promising therapeutic agent for TNBC/basal-like breast cancer. Although dasatinib has demonstrated substantial efficacy in multiple preclinical models [16,17,55], its clinical performance in unselected patients with metastatic breast cancer has been largely disappointing [56,57]. This discrepancy raises the question of whether dasatinib exhibits selective efficacy in specific breast cancer subtypes.

Lehmann et al. classified TNBC into six molecular subtypes based on gene expression profiles: basal-like 1 (BL1), basal-like 2 (BL2), mesenchymal (M), mesenchymal stem-like (MSL), immunomodulatory (IM), and luminal androgen receptor (LAR) [58]. The BL1 and BL2 subtypes are characterized by elevated expression of genes involved in the cell cycle and DNA damage response, rendering them responsive to cisplatin treatment [58]. In contrast, the M and MSL subtypes, which are enriched in the EMT and ECM-related pathways, exhibited preferential sensitivity to dasatinib [58]. Based on transcriptomic profiles, the M and MSL subtypes closely resemble the basal B subtype, characterized by a more mesenchymal-like morphology, enhanced stemness, and a highly invasive phenotype [5,6]. These features may underline the selective vulnerability of these subtypes to dasatinib, highlighting the importance of molecular stratification in optimizing the therapeutic outcomes.

Similarly, through integrated analysis of 10 in-house human breast cancer cell lines and 36 external cell lines, our study identified dasatinib sensitivity as uniquely associated with the basal B subtype among 275 compounds screened. Previous studies have shown that basal-type and post-EMT breast cancer cell lines are particularly sensitive to dasatinib, with elevated expression of genes such as moesin (*MSN*), caveolin-1 (*CAV1*), and yes-associated protein-1 (*YAP1*), which are associated with the SRC signaling pathway [59]. In our study, gene expression profiling of dasatinib-sensitive versus non-sensitive cells (in the absence of drug treatment) revealed significantly higher levels of *CAV1* (Log2FC = 2.78, *p*-value = 1.2 × 10^−9^) and *MSN* (Log2FC = 2.71, *p*-value = 6.62 × 10^−8^) in dasatinib-sensitive breast cancer cell lines. Notably, *ETS1* emerged as the most upregulated gene (Log2FC = 4.92, *p*-value = 4.78 × 10^−11^), and its expression was significantly reduced following dasatinib treatment, suggesting that *ETS1* is a key determinant of subtype-specific sensitivity to dasatinib.

*ETS1* is a nuclear transcription factor implicated in cancer progression and metastasis [50,51]. Elevated *ETS1* expression has been observed in TNBC and is positively correlated with SRC family kinase activity. Dasatinib has been shown to dramatically suppress *ETS1* expression [52]. Additionally, guanylate-binding protein 5 (GBP5) promotes glioblastoma malignancy through the SRC/ERK1/2/MMP3 pathway [60], implicating *ETS1* and *MMP3* as downstream effectors of SRC signaling. In addition, phosphorylation of both ERK1 and ERK2 is significantly inhibited by dasatinib, demonstrating that the classic MAPK signaling is involved in the dasatinib-mediated inhibition of breast cancer growth and metastasis. Our findings indicate that dasatinib modulates ECM organization and suppresses both *ETS1* and *MMP3*. As a transcription factor, *ETS1* directly binds the *MMP3* promoter [50,51], and its inhibition leads to reduced *MMP3* expression.

*MMP3* is a zinc-dependent endopeptidase involved in ECM degradation and remodeling [61,62]. Aberrant *MMP3* expression promotes epithelial malignancy [63], is elevated in invasive breast cancer, and is associated with poor prognosis [64]. Overexpression of *MMP3* activates canonical Wnt signaling, drives stem cell expansion, disrupts epithelial homeostasis, and contributes to tumorigenesis [65]. However, clinical trials using MMP inhibitors or antibodies have yielded disappointing results due to toxicity, poor specificity, and metabolic instability [61,66]. These challenges underscore the need for alternative strategies to regulate *MMP3*. A recent study demonstrated that pharmacological inhibition or genetic downregulation of *KDM6A* attenuated *MMP3* expression and suppressed TNBC brain metastasis [67]. Consistent with these findings, our data showed that dasatinib downregulates *MMP3* and that *MMP3* knockout impairs metastatic potential, suggesting dasatinib as a viable therapeutic strategy to target *MMP3* in breast cancer.

EMT plays a crucial role in cancer metastasis [68]. During EMT, epithelial cells lose apical–basal polarity and acquire front–rear polarity, accompanied by cytoskeletal reorganization, cell shape changes, junctional disruption, and detachment from the ECM [8,9]. This process is driven by RhoA GTPase signaling, which promotes actin cytoskeleton remodeling, contractility, and the formation of membrane protrusions such as filopodia and invadopodia [8,9]. Our results demonstrate that dasatinib reduces expression of EMT markers (vimentin, snail), changes the mesenchymal morphology, and disrupts filopodia formation and actin cytoskeletal dynamics.

During migration, actin polymerization drives membrane ruffling, lamellipodia, and filopodia extension at the leading edges [69]. Actin network remodeling through depolymerization and debranching facilitates lamellipodial dynamics and cell propulsion [70,71]. Invadopodia are F-actin–rich structures at the cell and ECM interface that release proteases to degrade ECM components, enabling rapid and irreversible matrix remodeling and promoting invasion [69,72]. Dasatinib’s inhibition of cytoskeletal remodeling likely contributes to its anti-metastatic effect. Notably, dasatinib treatment significantly reduced the expression of two isoforms of Paxillin (Figure 3F). These isoforms of Paxillin may play distinct functions in cell adhesion regulation of cancer cells [73]. And their roles in dasatinib-mediated cell skeleton and ECM remodeling deserve further study in the future.

Although dasatinib monotherapy has shown limited clinical efficacy, combination therapies may enhance therapeutic outcomes [56,57]. Previous studies have reported that dasatinib reduced tumor growth and increased CD8 T cell infiltration in various cancers, including B16.OVA melanoma, 1956 sarcoma, MC38 colon, and 4T1 breast carcinoma [74]. These findings highlight the potential of combining dasatinib with immunotherapies. Using a 3D-ALI culture model that preserves native ECM and immune components ex vivo [22], we observed that dasatinib exerted significantly greater inhibitory effects on tumor tissues derived from immunocompetent BALB/c mice compared to those from immunodeficient nude mice. This suggests that host immune status modulates dasatinib efficacy.

Immune checkpoint blockade targeting PD-1 has demonstrated clinical success across multiple cancer types [75]. In our ALI model, the combination of dasatinib and anti-PD-1 antibody significantly suppressed tumor tissue growth in BALB/c mice, but not in nude mice. Similarly, dasatinib combined with anti-PD-1 therapy has shown enhanced efficacy in acute lymphocytic leukemia (ALL) [76], colon cancer [77,78], and non-small cell lung cancer (NSCLC) [79]. Recent studies have shown that dasatinib can reprogram cancer-associated fibroblasts (CAFs) and remodel the ECM [80,81]. Furthermore, nanomedicine formulations combining dasatinib with anti-PD-1 agents have demonstrated improved tumor penetration and enhanced immune responsiveness [82,83]. These data support further investigation into the mechanisms underlying dasatinib and anti-PD-1 combination treatment in breast cancer and its translation into clinical strategies.

In summary, our study identified dasatinib as a promising anti-metastatic agent among 140 screened compounds. Mechanistically, dasatinib inhibits actin cytoskeletal reorganization and filopodia formation—key drivers of cell migration. It also suppresses *ETS1* and *MMP3* expression, leading to ECM remodeling and reduced metastatic potential. These findings help explain the disconnect between dasatinib’s preclinical success and its limited efficacy in unselected clinical populations. Furthermore, we identify ETS1-high basal B TNBC subtypes as particularly responsive to dasatinib, providing a precision oncology framework for patient stratification. Moreover, combination therapy with anti-PD-1 antibodies may further enhance dasatinib’s efficacy by modulating the immune microenvironment.

While our findings offer novel insights into dasatinib-mediated ECM remodeling and metastasis suppression in breast cancer, several limitations remain. Our current experimental models (2D/3D cultures, xenografts) do not fully recapitulate the systemic complexity of human physiology, particularly the immunosuppressive interplay between tumors and the host immune system. Additionally, the signaling pathways linking ECM modeling (via *ETS1*/*MMP3* suppression) to therapeutic outcomes remain incompletely characterized. These limitations underscore the need for future studies to better define ECM–TME interactions and their implications for targeted therapy.

## 5. Conclusions

In conclusion, our study presents several key findings: (1) Dasatinib emerged as a promising anti-metastatic agent from a screen of 140 compounds. (2) Basal B subtype breast cancer cells were particularly sensitive to dasatinib, with *ETS1* emerging as a key modular determinant of this subtype-specific response. (3) Dasatinib disrupted actin cytoskeletal organization and impaired filopodia formation, thereby reducing cellular motility and migratory capacity. (4) Dasatinib suppressed *ETS1* and *MMP3* expression, leading to ECM remodeling and inhibition of cancer cell invasion and metastasis. (5) Combination therapy of dasatinib and anti-PD1 antibody may enhance therapeutic efficacy by modulating the tumor microenvironment and immune response.

## Figures and Tables

**Figure 1:**
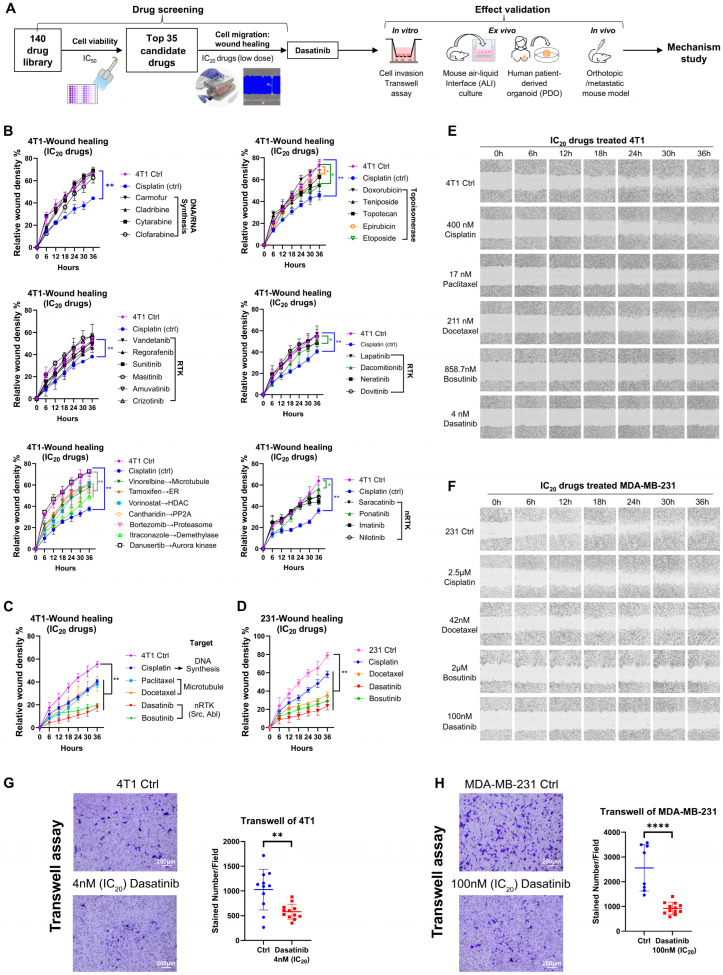
Screening of 140 drugs for inhibition of breast cancer cell migration. (**A**) Schematic overview of the drug screening workflow. (**B**–**D**) Assessment of anti-migratory effects of the top 35 drugs. Wound-healing assays were performed at IC_20_ concentrations of the drugs, with images captured every 6 h over a 36 h period using the Incucyte live-cell imaging system. Migration was quantified by relative wound density. Error bars represent the mean ± SD from triplicate experiments. Abbreviations: RTK, receptor tyrosine kinase; ER, estrogen receptor; HDAC, histone deacetylase; PP2A, protein phosphatase 2. (**E**) Representative wound-healing images of 4T1 cells. (**F**) Representative wound-healing images of MDA-MB-231 cells. (**G**) Transwell invasion assay of 4T1 cells treated with dasatinib at the IC_20_ concentration. Representative images and quantification from triplicate experiments are shown. (**H**) Transwell invasion assay of MDA-MB-231 cells treated with dasatinib at the IC_20_ concentration. Representative images and quantification from triplicate experiments are shown. Statistical analysis was determined using a two-tailed *t*-test. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 2:**
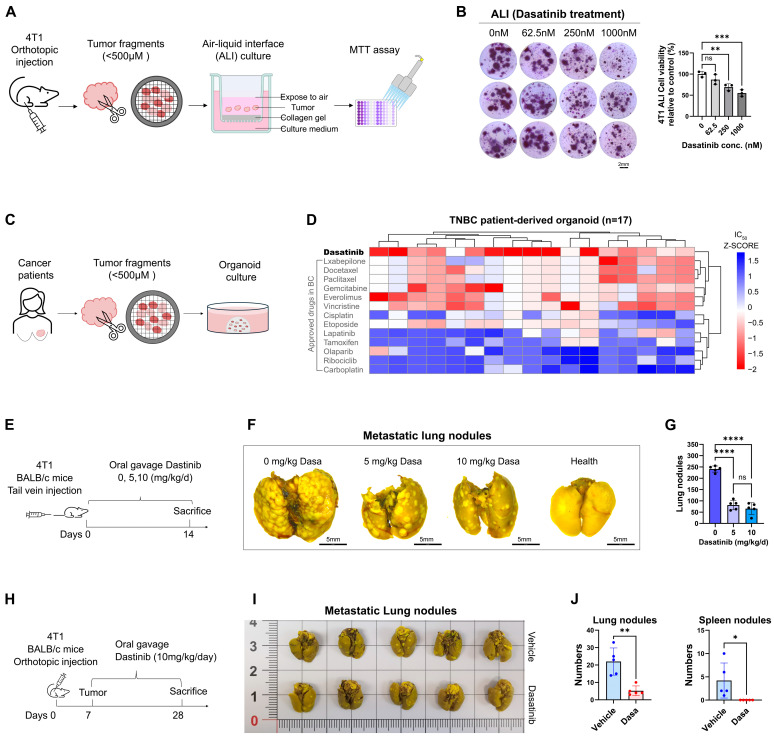
Dasatinib inhibits breast cancer metastasis. (**A**) Schematic illustration of the air–liquid interface (ALI) culture system. Orthotopic 4T1 tumors from BALB/c mice were dissected and cultured under ALI conditions with drug treatment for 7 days. (**B**) Representative images of BALB/c-derived 4T1 tumors treated with varying doses of dasatinib in ALI culture. Cell viability of ALI-cultured organoids assessed by MTT assay following dasatinib treatment. (**C**) Schematic illustration of the patient-derived organoid (PDO) culture process. Human TNBC tumor tissues were dissected and used to generate PDOs for subsequent drug screening. (**D**) Heatmap showing the response of TNBC PDOs to dasatinib and other clinically used breast cancer drugs. (**E**) Schematic of the tail vein injection model. 4T1 cells (2 × 10^5^ cells) were injected into BALB/c mice (n = 5 mice/group) on day 0, followed by daily oral gavage of vehicle or dasatinib for 14 days. (**F**) Representative lung images fixed by Bouin’s solution (scale bar = 5 mm), with metastatic nodules indicated by white foci. (**G**) Quantification of metastatic nodules in the lungs. (**H**) Schematic of the orthotopic implantation model. 4T1 cells (5 × 10^5^) were implanted into the fourth mammary fat pad of BALB/c mice (n = 5 mice/group) on day 0. Dasatinib (10 mg/kg/day) or vehicle was administered via oral gavage from day 7 to 28. (**I**) Representative images of primary tumors and lungs fixed by Bouin’s solution, with metastatic nodules indicated by white foci. (**J**) Quantification of the number of metastatic nodules in the lungs and spleens. Data were represented as mean ± SD. Statistical analysis was determined using a two-tailed *t*-test (two groups). ns, not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
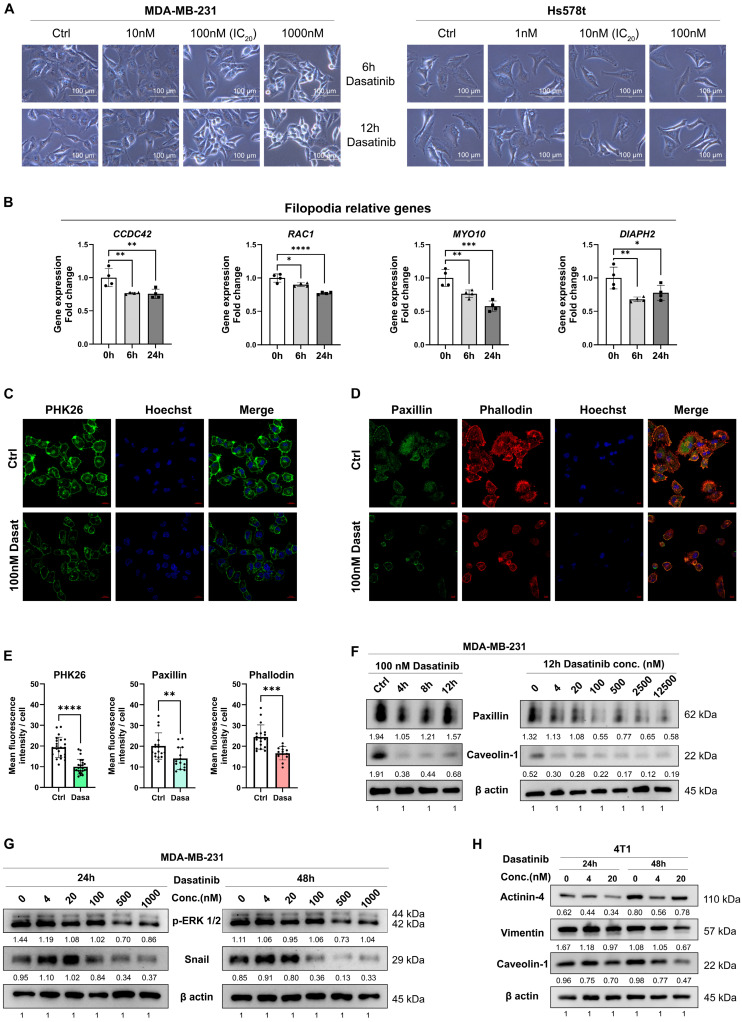
Dasatinib disrupts the cytoskeleton in TNBC cells. (**A**) Representative bright-field images of MDA-MB-231 and Hs578T cells treated with dasatinib (scale bar = 100 μm). (**B**) RNA level of genes associated with filopodia formation following 100 nM dasatinib treatment. Data normalized to *β-actin* and presented as mean ± SD of quadruplicate experiments. Significant differences were determined using one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**C**) Representative confocal images of PHK26 (green) in MDA-MB-231 cells treated with 100 nM dasatinib for 12 h. Images were captured using a 63× objective confocal microscope (scale bar = 20 μm). (**D**) Representative confocal images of paxillin (green) and phalloidin (F-actin staining, red) in MDA-MB-231 cells treated with 100 nM dasatinib for 12 h. Images were captured using a 63× objective confocal microscope (scale bar = 10 μm). (**E**) Qualification of mean fluorescence intensity per cell of PHK26, paxillin, and phalloidin staining using ImageJ software. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**F**–**H**) Western blot analysis of protein level following dasatinib treatment. Qualified data were normalized to the reference control of β-actin using ImageJ software.

**Figure 4:**
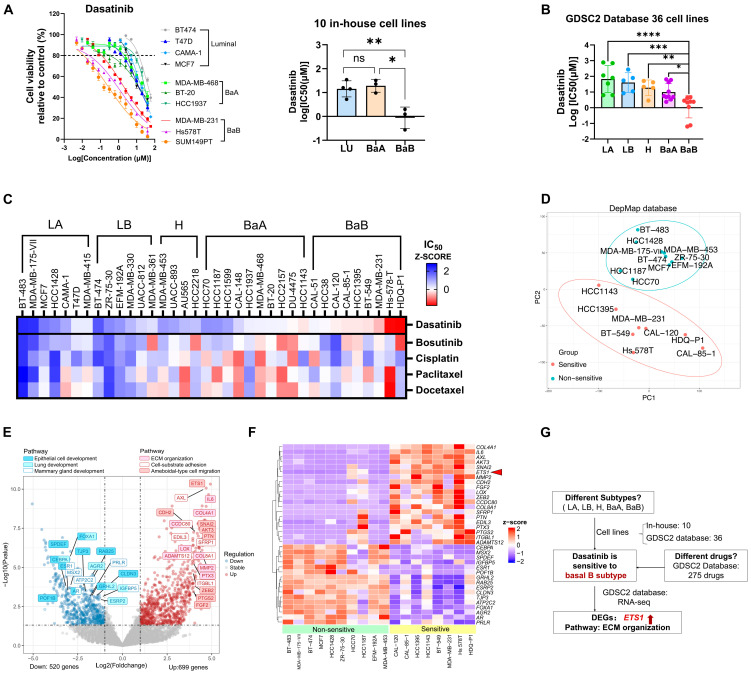
Dasatinib exhibits high sensitivity in basal B breast cancer with high ETS1 activity. (**A**) Cell viability of 10 in-house human breast cancer cell lines treated with dasatinib. Breast cancer cell lines include luminal (BT474, T47D, MCF7), basal A (MDA-MB-468, BT-20, HCC1937) and basal B (MDA-MB-231, Hs578T, SUM149PT). Data: mean ± SD. Significance: one-way ANOVA. ns, not significant, * *p* < 0.05, ** *p* < 0.01. (**B**) IC_50_ value across 36 human breast cancer cell lines from the GDSC2 database treated with dasatinib. Each dot represents the IC_50_ value for one cell line. Abbreviation: LA, luminal A; LB, luminal B; H, HER2-enriched; BaA, basal A; BaB, basal B. Data: mean ± SD. Significance: one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**C**) IC_50_ value across 36 cell lines from the GDSC2 database treated with bosutinib, cisplatin, paclitaxel, and docetaxel. A heatmap represents the cell viability of the Z-score of IC_50_ in different cell lines. (**D**) Principal Component Analysis (PCA) of breast cancer cell lines based on RNA-seq data from the DepMap database, distinguishing two groups of dasatinib-sensitive (IC_50_ < 2.85 µM) and non-sensitive (IC_50_ > 50 µM) cell lines. (**E**) Volcano plot showing differentially expressed genes (DEGs) involved in enriched pathways between dasatinib-sensitive versus non-sensitive cell lines. Downregulated genes (blue; n = 520) and upregulated genes (red; n = 699) were identified using a fold change > 1.5, *p*-value < 0.05. (**F**) Heatmap of DEGs associated with enriched pathways in different cell lines. (**G**) Schematic summary of dasatinib sensitivity. Red arrow indicates the higher expression of *ETS1* in dasatinib sensitive cells when comared to the non-sensitive ones.

**Figure 5:**
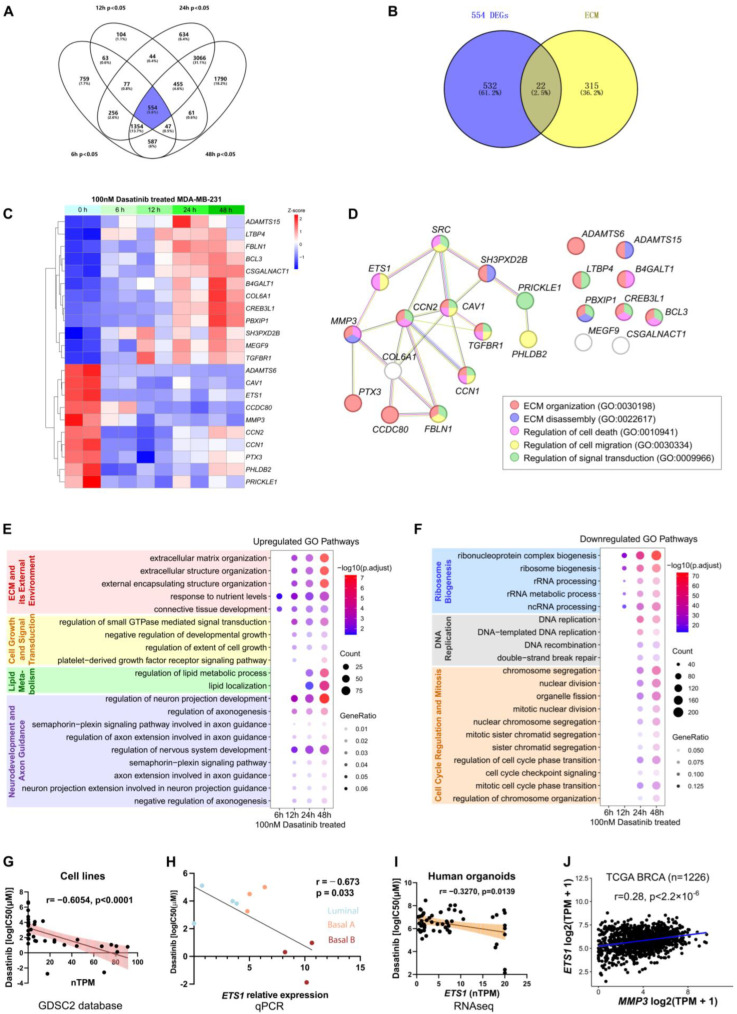
Transcriptomic analysis of MDA-MB-231 cells following dasatinib treatment. (**A**) Venn diagram of differentially expressed genes (DEGs; *p* < 0.05) in MDA-MB-231 cells treated with 100 nM dasatinib for 6, 12, 24, and 48 h, compared to untreated controls (0 h). (**B**) Overlap of DEGs (n = 554) at four time points and genes associated with the extracellular matrix (ECM) pathway (GO:0030198). (**C**) Heatmap showing expression profiles of 22 ECM-related genes in MDA-MB-231 cells treated with 100 nM dasatinib across four time points. (**D**) Protein–protein interaction network illustrating the association between SRC and the 22 ECM-related genes. (**E**) Top 20 commonly upregulated Gene Ontology (GO) pathways across four time points under dasatinib treatment. (**F**) Top 20 commonly downregulated GO pathways across four time points under dasatinib treatment. (**G**) Correlation between dasatinib sensitivity (log IC_50_ [µM]) and *ETS1* expression (nTPM) across 36 human breast cancer cell lines from the GDSC2 database. Each dot represents one cell line. Correlation was assessed using the Pearson correlation in GraphPad Prism. (**H**) Correlation between dasatinib sensitivity (log IC_50_ [µM]) and *ETS1* mRNA expression measured by qPCR across 10 in-house breast cancer cell lines. (**I**) Correlation between dasatinib sensitivity (log IC_50_ [µM]) and *ETS1* expression (nTPM) across 76 human organoids. Each dot represents one organoid. Correlation was assessed using the Pearson correlation coefficient. (**J**) Correlation between MMP3 and ETS1 mRNA expression in breast cancer (BRCA) samples (n = 1226) from The Cancer Genome Atlas (TCGA) database. Correlation was assessed using the Pearson correlation coefficient.

**Figure 6:**
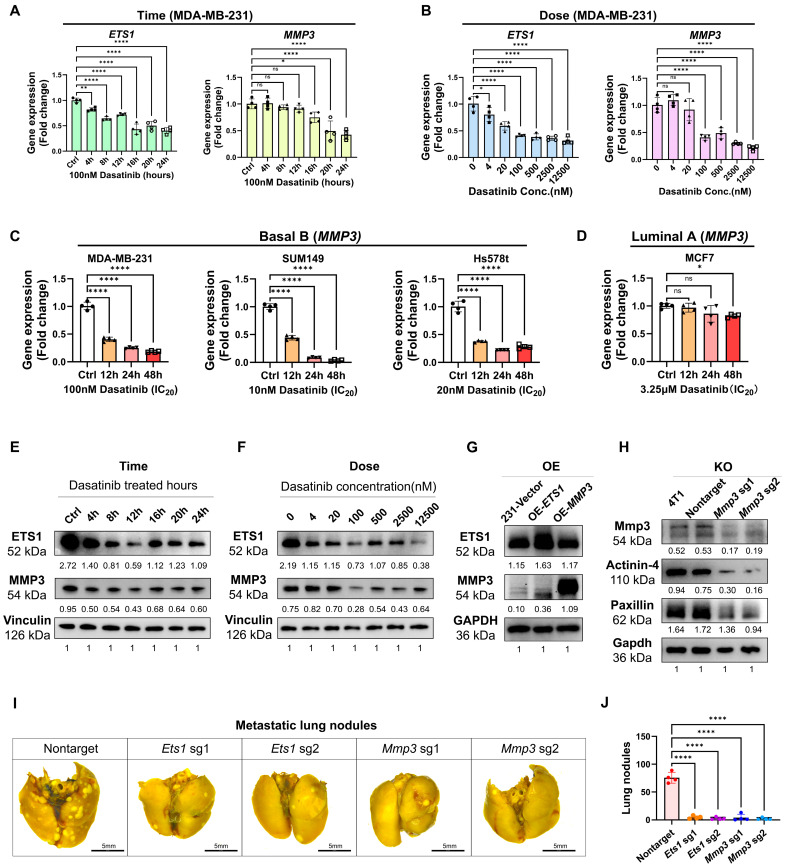
Dasatinib suppressed ETS1 and MMP3 expressions. (**A**–**D**) *ETS1* and *MMP3* mRNA expression levels following dasatinib treatment, measured by RT-qPCR. Data normalized to *β-actin* and presented as mean ± SD of quadruplicate experiments. (**E**,**F**) Western blot analysis of ETS1 and MMP3 protein levels in MDA-MB-231 cells. Cells were treated with dasatinib at indicated durations with 100 nM dasatinib or graded concentrations for 12 h. Protein levels were quantified using ImageJ and normalized to vinculin. (**G**) Western blot analysis of *ETS1* and *MMP3*-overexpression (OE) in MDA-MB-231 cells. Protein levels were quantified using ImageJ and normalized to GAPDH. (**H**) Western blot analysis of *Mmp3*-knockout (KO) in 4T1 cells. Protein levels were quantified using ImageJ and normalized to GAPDH. (**I**) Represented lung images fixed by Bouin’s solution (scale bar = 5 mm) from BALB/c mice following tail vein injection of 4T1-KO cells at the endpoint of 14 days. (**J**) Quantification of metastatic lung nodules. Data were represented as mean ± SD. Statistical analysis was determined using one-way ANOVA. ns, not significant, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 7:**
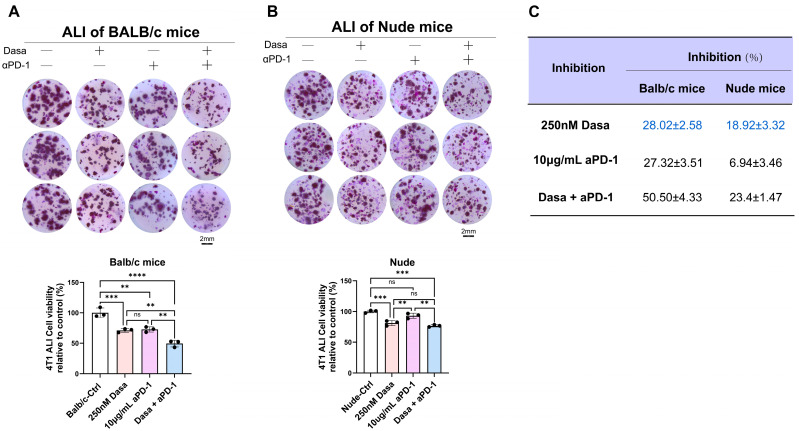
Dasatinib enhances anti-tumor efficacy by modulating the immune microenvironment. (**A**) Air–liquid interface (ALI) culture of 4T1 tumors derived from BALB/c mice treated with dasatinib, anti-PD-1 antibody, or the combination (scale bar = 2 mm). Representative images and quantification of organoid viability via MTT assay were shown. (**B**) ALI culture of 4T1 tumors derived from nude mice treated with dasatinib, anti-PD-1 antibody, or the combination (scale bar = 2 mm). Representative images and corresponding quantification of organoid viability measured by MTT assay were presented. (**C**) Comparative inhibition of tumor viability by single or combination treatment with 250 nM dasatinib and 10 μg/mL anti-PD-1 antibody in ALI cultures derived from BALB/c or nude mice. Data are presented as mean ± SD. Statistical analysis: One-way ANOVA. ns, not significant, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Table 1:** The sequence of sgRNA.

Gene	Name	Direction	Sequence
Human *ETS1*	HGLibA_15640	sg1	AGAGTCGGCTTGAGATCGA
	HGLibA_15641	sg2	TGGAAACCACAGTTCATTCG
Human *MMP3*	HGLibA_29533	sg1	GCATGGGCCAAAACATTTCC
	HGLibA_29534	sg2	GTTCTGAAGTGACCAACATC
Mouse *Ets1*	MGLibA_16711	sg1	CAGAAACCCACGTCCGGGAC
	MGLibA_16712	sg2	CTTACTGATGAAGTAATCCG
Mouse *Mmp3*	MGLibA_31582	sg1	ACTTTGACGATGATGAACGA
	MGLibA_31583	sg2	AATAGGTACCAACCTATTCC

**Table 2:** The sequence of qRT-PCR primers.

Primers	Direction	Sequence
Human *18S*	Forward	AGTCCCTGCCCTTTGTACACA
	Reverse	CGATCCGAGGGCCTCACTA
Human *MMP3*	Forward	CAGGCTTTCCCAAGCAAATAG
	Reverse	CTCCAACTGTGAAGATCCAGTAA
Human *ETS1*	Forward	GATAGTTGTGATCGCCTCACC
	Reverse	GTCCTCTGAGTCGAAGCTGTC
Mouse *Actb*	Forward	GGCTGTATTCCCCTCCATCG
	Reverse	CCAGTTGGTAACAATGCCATGT
Mouse *Mmp3*	Forward	ACATGGAGACTTTGTCCCTTTTG
	Reverse	TTGGCTGAGTGGTAGAGTCCC
Mouse *Ets1*	Forward	GACCTCTTTATCCACTCTGGGA
	Reverse	GTGGTCCTTTCTCCTACGATCA

## Data Availability

The RNA-seq data generated in this study are deposited in the NCBI GEO repository: GSE308797.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines13122888/s1, Supplementary Table S1: The information on 140 drugs. Supplementary Table S2: GDSC2 database information. Supplementary Figure S1: Cell viability test of 140 FDA-approved drugs. Supplementary Figure S2: Dasatinib exhibits high sensitivity to basal B cells.

## Abbreviations

The following abbreviations are used in this manuscript:

ALI	air–liquid interface
ECM	extracellular matrix
EMT	epithelial–mesenchymal transition
ETS1	ETS proto-oncogene 1
TME	Tumor microenvironment
TNBC	triple-negative breast cancer
PD-1	anti-programmed cell death protein-1
PDO	patient-derived organoid
MMP3	matrix metalloproteinase-3

# Supplementary material for: Dasatinib Inhibits Basal B Breast Cancer Through ETS1-Mediated Extracellular Matrix Remodeling
**Source:** Biomedicines. 2025 Nov 26;13(12):2888. doi: 10.3390/biomedicines13122888
**Supplement:** Supplementary file 1

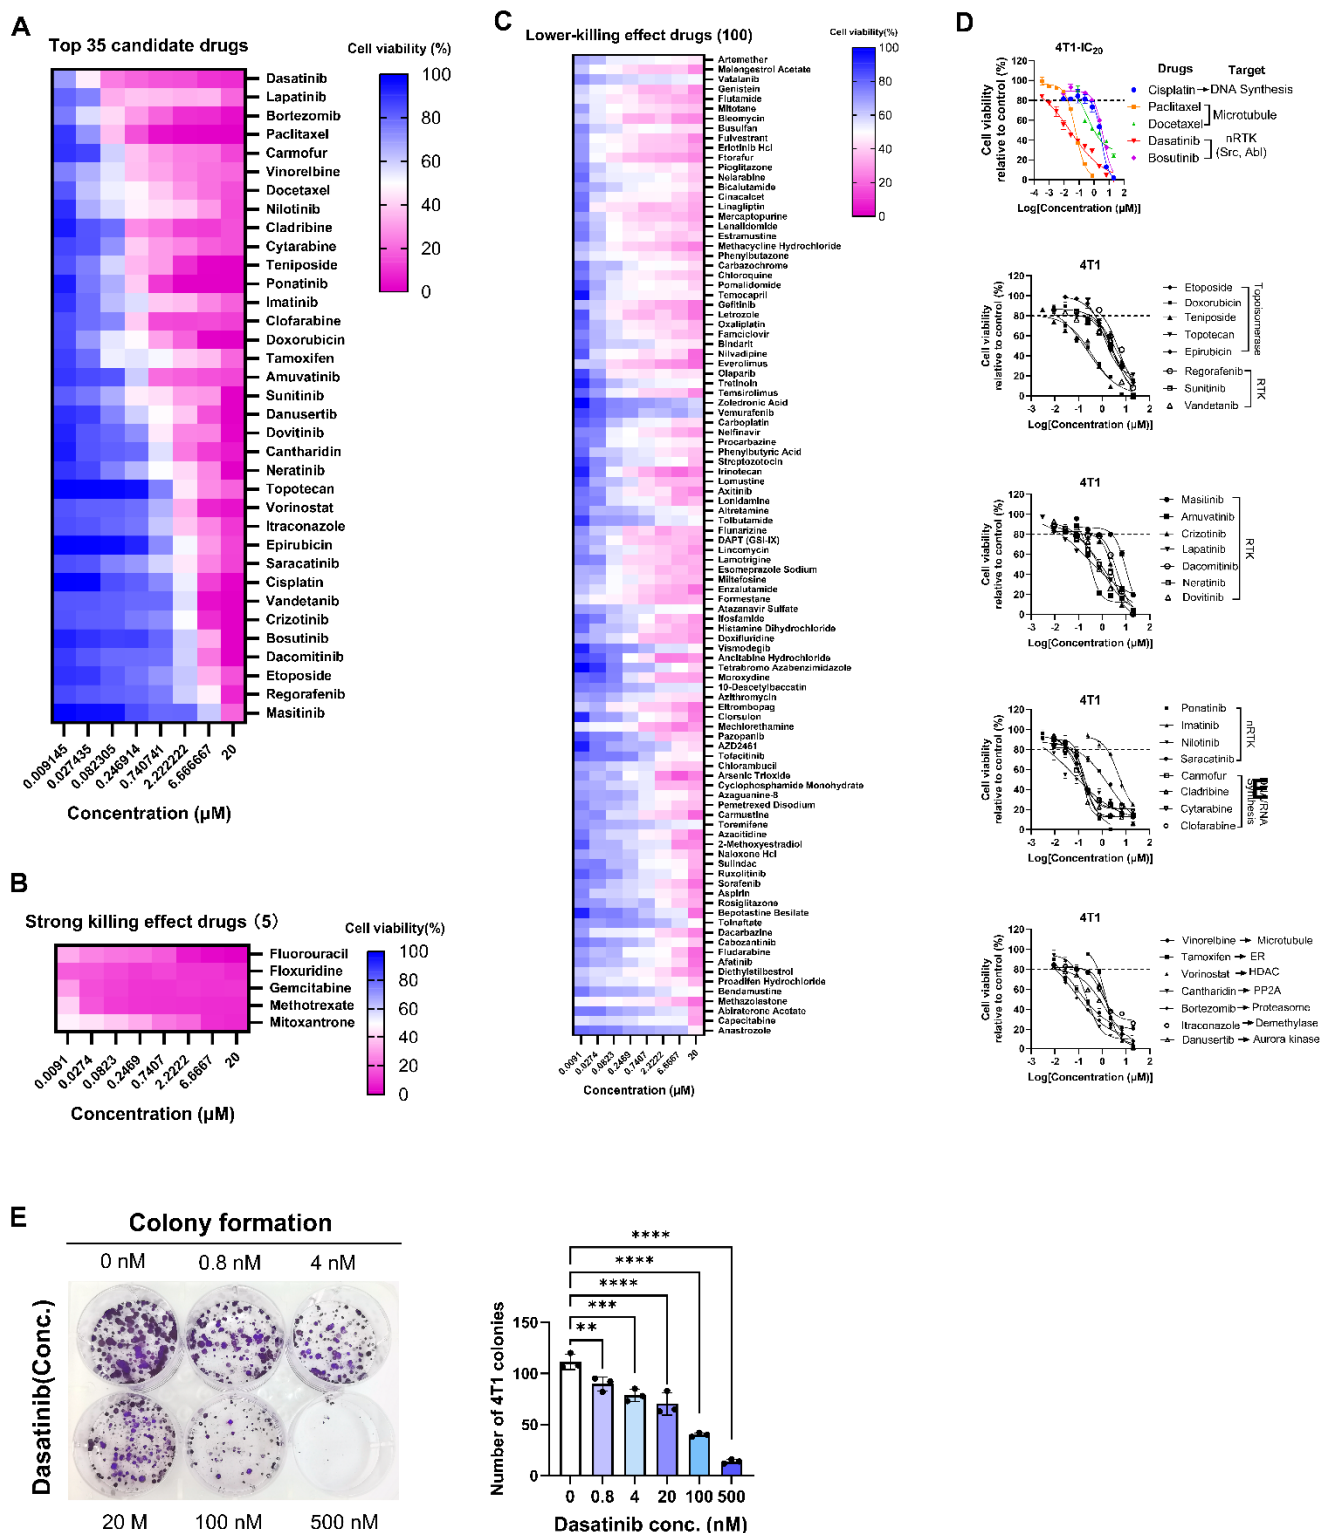

**Supplementary Figure S1. Cell viability test of 140 FDA-approved drugs**

(A-C) Drug screening results. 4T1 cells were exposed to 140 drugs in a threefold serial dilution (20 μM-9 nM) in 384-well plates. Cell viability was assessed using the AlamarBlue assay from triplicate experiments and represented as a heatmap: (A) top 35 candidate drugs; (B) 5 potent cytotoxic agents demonstrating <50% viability at 9 nM; (C) 100 drugs with reduced cytotoxic activity maintaining >20% viability at 20 μM.

(D) Low concentration (IC<sub>20</sub>) efficacy of the top 35 candidate drugs. 4T1 cells were incubated with 35 candidate drugs at indicated concentrations in 96-well plates for 48h, and cell viability was assessed using the AlamarBlue assay. The dotted line indicated 80% cell viability (IC<sub>20</sub>) relative to the control. Abbreviations: RTK, receptor tyrosine kinase; nRTK, non-receptor tyrosine kinase; ER, estrogen receptor; HDAC, histone deacetylase; PP2A, Protein phosphatase 2.

(E) Colony formation assay of 4T1 cells treated with dasatinib. Representative images and quantification from triplicate experiments were shown.

# Supplementary material for: Dasatinib Inhibits Basal B Breast Cancer Through ETS1-Mediated Extracellular Matrix Remodeling
**Source:** Biomedicines. 2025 Nov 26;13(12):2888. doi: 10.3390/biomedicines13122888
**Supplement:** Supplementary file 1

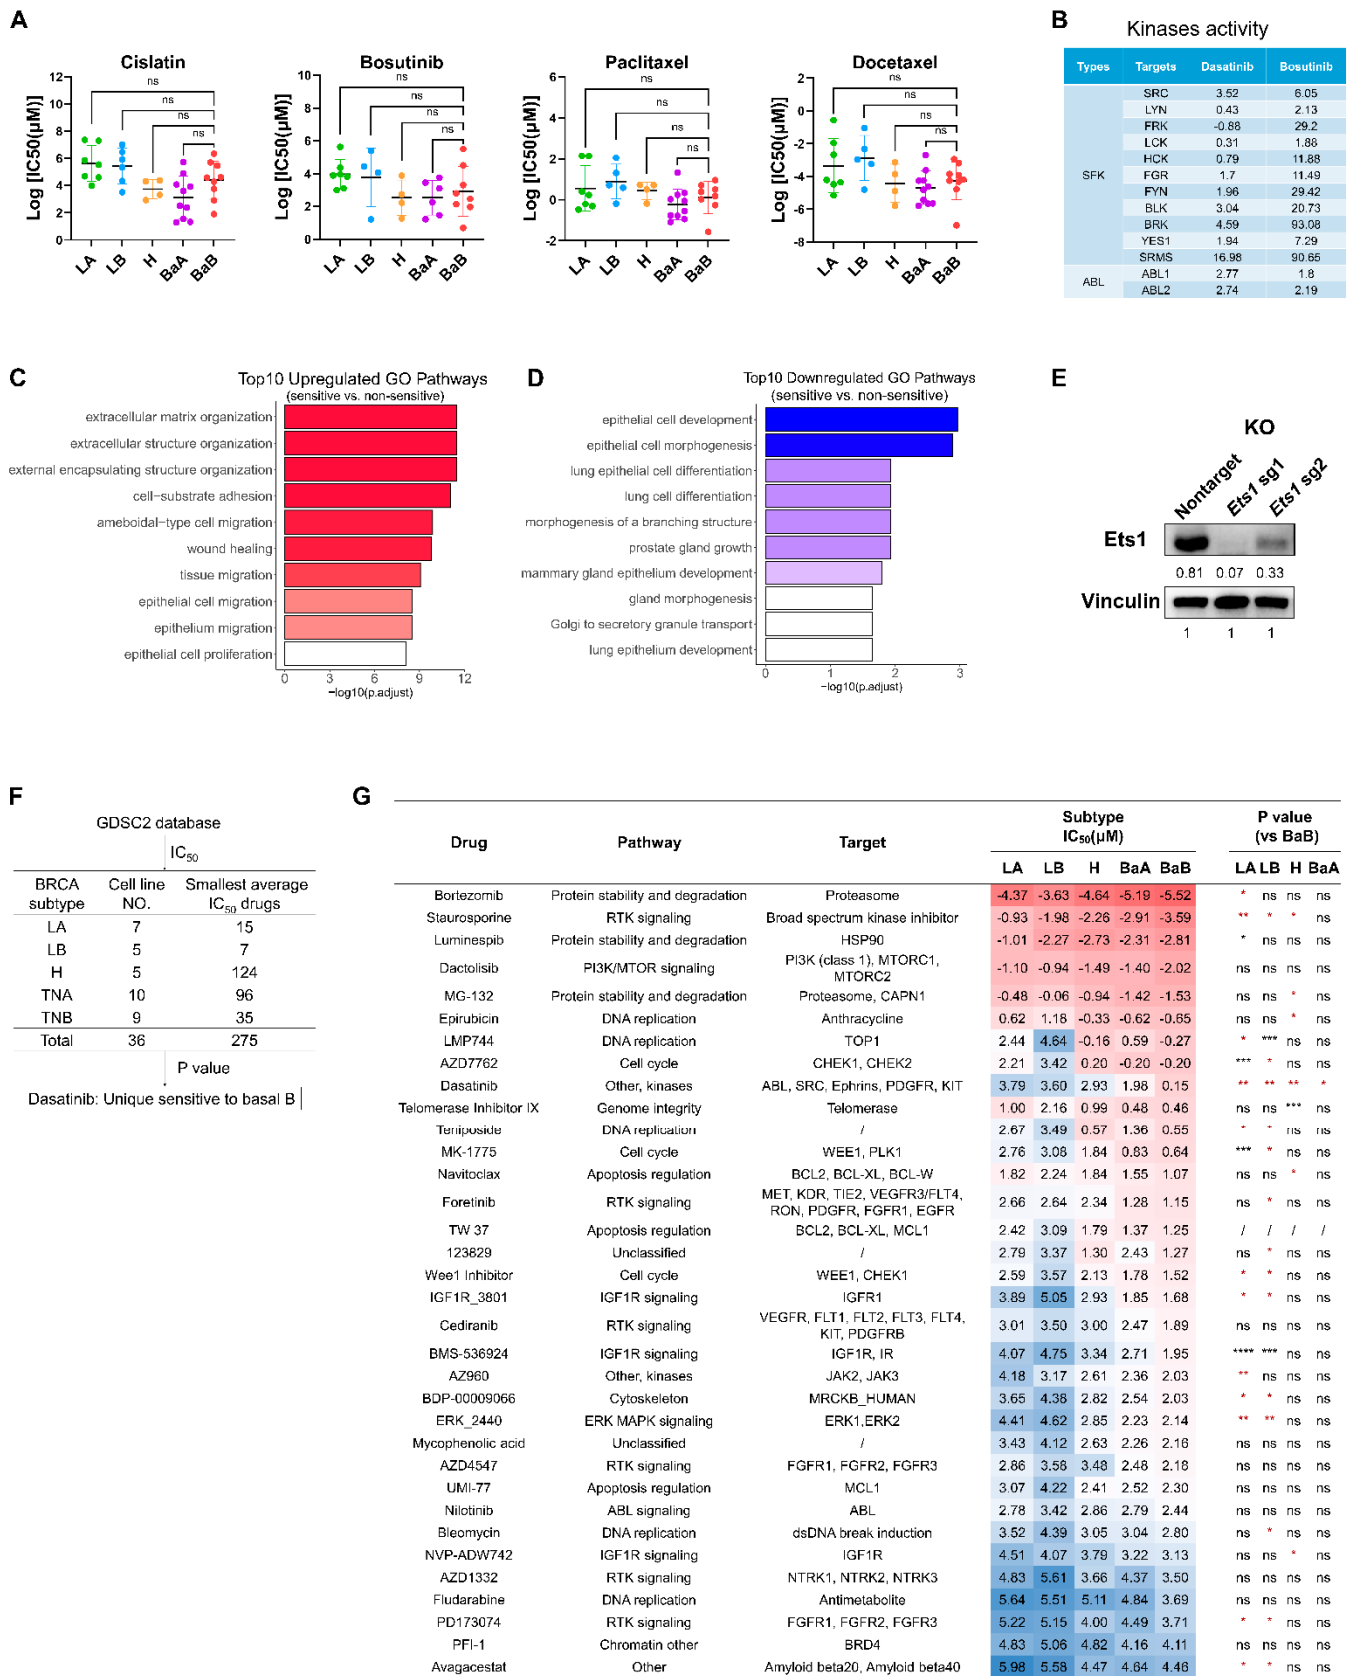

**Supplementary Figure S2. Dasatinib exhibits high sensitivity in basal B subtypes with high *ETS1* activity.**

(A) The scatter plot represents the IC<sub>50</sub> values across 36 breast cancer cell lines from the GDSC2 database treated with cisplatin, bosutinib, paclitaxel, and docetaxel in different subtypes, and each dot represents the IC<sub>50</sub> value for one cell line.

(B) Kinase inhibition profiling compounds at 0.5 μM in the presence of 10 μM ATP, based on published data. Residual kinase activity was quantified for each kinase–substrate pair.

(C) Top 10 upregulated Gene Ontology (GO) pathways, ranked by Benjamini–Hochberg adjusted p-value.

(D) Top 10 downregulated GO pathways, ranked by Benjamini–Hochberg adjusted p-value.

(E) Western blot confirming knockout (KO) of *Ets1* in 4T1 cells. Quantified data were normalized to the reference control of vinculin.

(F) Schematic illustration of data analysis from the GDSC2 dataset.

(G) The information of 35 drugs for which the lowest average  $IC_{50}$  subtype corresponds to the basal B subtype.

How the deposited data were processed for this re-analysis (not part of the article)

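RNA from MDA-MB-231 cells was measured by RNA-seq in 10 libraries, 2 biological replicates at each of 0, 6, 12, 24 and 48 h of dasatinib. According to the paper and the submitters' processing notes, the authors checked the reads with FastQC and MultiQC, trimmed them with Trim Galore, aligned them to hg38 with STAR 2.5.2b and counted them per gene with featureCounts. The authors deposited a table of raw counts and a table of TPM for 36687 gene symbols, with 1 column per library. The deposited TPM values are scaled by length and by library total, and the step from counts to TPM is not given in the sources used here. Conditions and replicate numbers were taken from the sample labels and the dose from the legend of Figure 5.

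The raw counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter on low counts by group (15727 genes), scaled by TMM and fitted with a mean per group. Each time was compared with 0 h, and times were compared with each other, by the robust quasi-likelihood test, with Benjamini-Hochberg adjustment within a comparison and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values are scaled by TMM. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the 34 lists at each time (136 tests against 0 h), and again with the correlation estimated from the data. At the preset correlation 62 of the 136 tests passed, and 23 with an estimated correlation.

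The lists, the design and the alternatives were written before the data were examined, except where a choice is said to have been added. The result of 1 list and those of some genes are not reported here. The other lists cover extracellular matrix, matrix enzymes, proteases, filopodia, focal adhesion, EMT, ERK, YAP and SRF targets, Ras and Rap regulators, lipids, axon guidance, PDGF, ribosomes and RNA polymerases, replication, recombination, mitosis, CDK inhibitors, p53, stress, NF-kappaB and interferon genes, lysosomes, dasatinib targets, genes the paper names in sensitive cell lines, luminal and haematopoietic markers, mitochondrial mRNAs and histones. Named genes are those the paper names for treated MDA-MB-231 cells or draws in Figure 5C, the 6 largest changes in each direction at each time among genes past the threshold with an average log2 CPM of at least 2 and both treated libraries beyond both 0 h libraries, and the 3 members of each list and direction with the smallest adjusted p at 48 h. *MX1* and *INHBB* fall outside this rule and were chosen after their values were seen, and values at times other than those of the rule were chosen in the same way.

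The alternatives were no filter on low counts, size factors of the DESeq2 type, DESeq2 1.42.0 on all libraries or on each time with 0 h alone, edgeR on the 2 groups compared alone, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1) with a minimum of 1 TPM in 2 libraries, the same with no filter, each library left out in turn, other thresholds, and Fisher's exact test for the lists. With a library left out its group holds 1 sample, which is assumed to vary like the other groups. Removal of each library's trend with transcript length and GC content, and an overlap of 6, 24 and 48 h alone, were added after 12 h replicate 1 was seen to stand apart. For the counts between times only the replicate block and the left-out libraries were planned, and the other alternatives were added after the data were seen. Transcript lengths, GC content and gene coordinates come from the GENCODE annotation of GRCh38, which may differ from the annotation the authors used; 97.3% of the genes tested had a length, and the trend between replicates was read over 11530 of them.

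The edgeR step was tested on simulated counts for 48 h against 0 h over 15612 genes. It recovered 10.4% of genes changed 1.5-fold, 59.7% of genes changed 2-fold and 92.4% of genes changed 4-fold, and it called 4 unchanged genes. Neither this test nor the simulations of unchanged groups held a separate setting for a library that stands apart, as 12 h replicate 1 does. Between 40942913 and 49133774 counts per library limit the precision of lowly expressed genes such as *MMP3* and *ABCG1*. *MMP2* had under 1 CPM in every library and did not pass at any time, and *MMP9* did not pass the filter on low counts. Gene Ontology terms were not used here.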

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

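The tests of transcript length and of exchanged labels, and the comparison of the 2 libraries of a group among the left-out libraries, were chosen after the results they bear on were seen.

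Interferon-stimulated genes fell early and rose late. Of 59 measured, 25 were lower and none higher at 6 h (35 and 0 when adjusted over the list alone; adjusted p = 4.76e-37 from camera, 0.00218 with an estimated correlation), and 36 were higher and 1 lower at 48 h (40 and 1; adjusted p = 3.17e-13, 0.0115 with an estimated correlation). The median log2 difference between 48 and 6 h was 1.49 (adjusted p = 8.97e-40, 0.000926 with an estimated correlation). *OAS2*, an antiviral oligoadenylate synthetase, was at 117 CPM at 0 h, 38.0 CPM at 6 h and 308 CPM at 48 h, a log2 difference of 3.02 between 48 and 6 h. *IFI44L* had a log2 difference of 3.12 and *MX1* 2.32.

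In all, 72 genes were changed in opposite directions at 6 and 48 h with the difference itself past the threshold in edgeR; 62 were lower and then higher, 10 the reverse, and 21 are on the interferon list. Outside that list, the integrin gene *ITGB4* had a log2 difference of 4.07 (−0.90 at 6 h and 3.16 at 48 h) and *INHBB*, an inhibin and activin subunit, 3.83. The table argues against transcript length and GC content as the whole cause, since 65 of the 72 were still called after that trend was removed. Whether a single library decides the calls stays open: without 0 h replicate 1 or 2, 6 h replicate 1 or 2, or 48 h replicate 1 or 2, 12, 13, 8, 12, 32 and 32 of the 72 were called. That loss was predicted for a deciding library, but either library of a group gave it. Leaving out a 24 h library, which enters neither comparison, also left fewer of the 72 called. Leaving out either 12 h library, which likewise enters neither comparison, did not. The median size of the 6 h change over the 72 was 0.821 with all libraries and 0.802 without 6 h replicate 1, while its median standard error went from 0.127 to 0.171; these genes were picked for their change, so their sizes are a description. A response to the drug that changes with time remains a hypothesis, since time in culture was not sampled without the drug.

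Replicate 1 at 12 h differed from replicate 2 with a chi-square of 206.9 per gene, against 12.7 to 17.7 for the other pairs. In replicate 1 against replicate 2, the longest of 5 classes of transcript length was shifted by 1.01 on the log2 scale against the shortest. Long transcripts were thus relatively higher in replicate 1. The shift was at most 0.12 in the other pairs, so a transcript length bias is a candidate explanation. Its source, such as RNA breakdown or library preparation, was not tested. The paper states a minimum RNA integrity but no value per library. The GC shift was −0.33, larger in size than the 0.191 of the other pairs but below the 0.5 set for it, and leaves GC content open. An exchange of labels with a library of another group would leave that library out of place. Each of those 8 libraries correlated more with its own replicate than with 12 h replicate 2, by at least 0.00325 (0.9873 against 0.984, for 6 h replicate 2), which argues against such an exchange; a wrong label without a partner in the series stays open. Length and GC together account for 40.5% of the variance of the difference, and no biological explanation was tested.

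The fall of ribosome biogenesis and DNA replication genes at 48 h remained after the length and GC trend was removed (adjusted p = 2.71e-26 and 1.24e-47 from camera, median log2 fold changes of −0.84 and −1.19), which argues against that trend as its cause. Whether time in culture alone could lower these genes cannot be told apart from the drug, because there were 0 untreated libraries kept for 48 h.

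YAP and TEAD target genes, which the paper does not discuss as a group, had a median log2 fold change of −0.464 at 6 h, with 11 of 35 lower and none higher (18 and 0 when adjusted over the list alone; adjusted p = 1.23e-25 from camera, 0.00218 with an estimated correlation), *ANKRD1* falling from 479 to 107 CPM. Luminal epithelial markers had a median of 0.672 at 48 h, with 11 of 25 higher and none lower (12 and 1; adjusted p = 9.71e-05 from camera, adjusted p = 0.102 with an estimated correlation), *AGR2* rising from 11.3 to 118 CPM.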

How the results depend on the processing

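Directions of the named values held more firmly than counts. Many of these genes were picked for their change in the same libraries, so stable signs were partly fixed by that choice. They do not show that directions hold for other genes. All 21 fits of all genes were compared, and the only named value that changed sign was that of *CCNA2* at 12 h, which did not pass the test: 0.02 with all libraries, −0.00486 without 12 h replicate 1 and −0.0627 to 0.0768 over the libraries left out. The replicate numbers do not pair the samples: the correlations of deviations between groups ran from −0.0368 to 0.104, and nothing says that a number marks a batch. With the number as a replicate block, 383, 1030, 3064 and 5051 genes were changed at 6, 12, 24 and 48 h and 157 at all 4 times, and 59 between 6 and 12 h. Low counts limit *MMP3* and *ABCG1*.

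Counts at 6, 12, 24 and 48 h, at all 4 times and in opposite directions were 430, 1124, 3143, 5077, 174 and 72. With a library left out they ran from 59 to 3205, 169 to 7559, 1216 to 6665, 2913 to 8364, 30 to 1154 and 8 to 795, each highest without a 12 h library. Between times they ran from 0 to 7853 (12 against 6 h), 128 to 7494 (24 against 12 h), 17 to 3538 (48 against 24 h) and 2891 to 8363 (48 against 6 h). With no filter on low counts they were 910, 2336, 3845, 5727, 308 and 138, with DESeq2 on all libraries 912, 1966, 3752, 5629, 327 and 143, and with DESeq2 on each time and 0 h alone 2834, 289, 5841, 7531, 195 and 707. With edgeR on the 2 groups alone they were 2966, 0, 6485, 8158, 0 and 718; that fit called 1615 genes at 12 h at an unadjusted p under 0.05. Limma on log2(TPM + 1) gave 279, 797, 2669, 4570, 117 and 53, with 66.5% of the 12 h calls higher against 55% in edgeR, log2(TPM + 0.1) 290, 828, 2679, 4555, 120 and 58 (67.3% at 12 h), and no filter on TPM 185, 502, 2302, 4160, 82 and 32 (59% of the 24 h calls higher against 48.7%). An unadjusted p gave 2463, 3842, 5121, 6708, 778 and 432, or 2542, 4139, 5274, 6919, 786 and 432 with DESeq2, and a log2 fold change of at least 1 gave 152, 353, 979, 2043, 47 and 11 (70.5%, 72% and 59.7% of the 12, 24 and 48 h calls higher, against 55%, 48.7% and 49.5%). With the length and GC trend removed, an alternative chosen after seeing the data, they were 778, 1975, 4565, 6266, 323 and 161, and 723, 2614 and 1181 between successive times. Between times only the block and the left-out libraries were planned; the other fits, added after seeing the data, gave for 12 against 6, 24 against 12 and 48 against 24 h (114, 1192 and 500 with all libraries) 2224, 2387 and 1158 with no filter, 1229, 2062 and 1078 with DESeq2 on all libraries, 13, 335 and 3222 with DESeq2 on the 2 times, 0, 0 and 3805 with edgeR on the 2 times (1023 and 1689 at an unadjusted p for the zeros), 19, 999 and 399 on log2(TPM + 1), 39, 953 and 360 on log2(TPM + 0.1), and 15, 689 and 274 on unfiltered TPM. For 48 against 6 h, edgeR on the 2 times gave 8416 against 5221, and the rest of these fits stayed within 1.5 times of it. An overlap of 6, 24 and 48 h, also chosen after seeing the data, held 217 genes. Apart from fewer libraries or genes entering a fit, the cause of these changes was not tested.

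Of the 136 list tests 62 passed, 55 to 65 with a library left out and 23 with an estimated correlation. The 48 h lists that no longer passed with an estimated correlation included matrix enzymes (0.189), Ras and Rap regulators (0.189), fatty acid synthesis (0.144) and axon guidance (0.158). Ras and Rap regulators also had 0.0683 with DESeq2 on 48 and 0 h alone, 0.079 with the trend removed and 0.0787 by Fisher's exact test. Fatty acid synthesis had 0.0628 with the trend removed and 0.023 to 0.0637 with a library left out. PDGF genes ran from 0.0455 to 0.126 with a library left out. Cholesterol genes, at 0.0703, had 0.02 with no filter, 0.0449 and 0.00883 with DESeq2 on all libraries or 2 groups, 0.0198 with edgeR on 2 groups, 0.0136, 0.0134 and 0.00567 on log2(TPM + 1), log2(TPM + 0.1) and unfiltered TPM, 0.0136 with the trend removed, and 0.0177 to 0.119 with a library left out; they had 0.264 with an estimated correlation, 0.101 by Fisher's exact test, 0.0824 with the replicate block and 0.0653 with other size factors.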

Differences from the paper's values

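The paper reports 554 genes changed at all 4 times, and 174 were changed here at an adjusted p under 0.05 from edgeR; its methods name an adjusted p with DESeq2 and its legend writes p. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 778 genes with edgeR and 786 with DESeq2, both within 1.5 times the paper's value of 554. The other alternatives did not come that near: 308 with no filter on low counts, 327 with DESeq2 on all libraries, 195 with DESeq2 on each time and 0 h alone, 0 with edgeR on 2 groups (1615 genes at 12 h at an unadjusted p), 174 with other size factors, 157 with the replicate block, 82 to 120 on TPM, 47 with a log2 fold change of at least 1, and 30 to 1154 with a library left out.

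At 6 h the paper's diagram holds about 3700 genes in Fig. 5A, read by eye, against 430 here. DESeq2 on 6 and 0 h alone (2834), edgeR on those 2 groups (2966), DESeq2 with an unadjusted p (2542) and leaving out either 12 h library (3205) fell within 1.5 times that value, and the other alternatives did not. At 12 h the diagram holds about 1400 genes in Fig. 5A, read by eye, and 1124 here lie within 1.5 times that, as do 1966 with DESeq2 on all libraries, 1124 with other size factors and 1030 with the replicate block, while DESeq2 on 12 and 0 h alone (289), edgeR on those 2 groups (0, with 1615 at an unadjusted p) and the other alternatives do not. At 24 h the diagram holds about 6400 genes in Fig. 5A, read by eye, against 3143 here. DESeq2 on 24 and 0 h alone (5841), edgeR on 2 groups (6485), an unadjusted p with edgeR (5121) or DESeq2 (5274), and leaving out 12 h replicate 1 (6665) or 2 (6657) came within that factor, and the others did not. At 48 h it holds about 7900 genes in Fig. 5A, read by eye, against 5077 here. No filter (5727), DESeq2 on all libraries (5629) or on 2 groups (7531), edgeR on 2 groups (8158), an unadjusted p with edgeR (6708) or DESeq2 (6919), and leaving out 12 h replicate 1 (8364) or 2 (8351) came within it, and the others did not. None of these alternatives came within 1.5 times the diagram at all of 6, 12, 24 and 48 h.

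The paper places 22 matrix genes among those changed at all 4 times, and 9 of these were so here. DESeq2 on all libraries gave 16, an unadjusted p 19 with edgeR and 19 with DESeq2, and leaving out either 12 h library 21; no filter (13), other size factors (9), DESeq2 on 2 groups (11), edgeR on 2 groups (0), the block (7), TPM (4 to 6), a log2 fold change of at least 1 (3) and leaving out any other library (2 to 5) did not come within that factor. Removal of the length and GC trend, chosen after seeing the values, gave 1975 genes at 12 h, 4565 at 24 h and 6266 at 48 h, within that factor of the paper's diagram, but 778 at 6 h and 323 at all 4 times, and called 11 of the paper's 22 genes there.

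The paper reports by RT-qPCR that the filopodia genes *CDC42*, *RAC1*, *MYO10* and *DIAPH2* fell. Its legend scales those values to β-actin, while the values here are scaled by TMM. The β-actin gene *ACTB* was itself among the lower SRF and MRTF targets at 48 h, so the measures are not directly comparable. In these libraries at 48 h *CDC42* had −0.31, which did not pass the test (adjusted p = 0.0998 from edgeR), and *RAC1* had −0.48 (adjusted p = 0.0452). *MYO10* was lower at 24 h (−0.40, adjusted p = 0.0136) and had −0.08 at 48 h, which did not pass the test (adjusted p = 0.539). *DIAPH2* had 0.29 at 48 h, the opposite sign, and did not pass the test (adjusted p = 0.202). The shared spread includes the difference between the 12 h libraries, so a value that did not pass is not evidence of no change. Without 12 h replicate 1, *CDC42* had −0.31 and *DIAPH2* 0.29 at 48 h.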

Other observations

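More ERK feedback and target genes were higher than lower at 48 h. Of 40 ERK feedback and target genes, 16 were higher and 4 lower (19 and 5 when adjusted over the list alone; adjusted p = 0.000126 from camera, 0.0356 with an estimated correlation), after 3 higher and 7 lower at 6 h, where the list was lower (adjusted p = 0.0181, adjusted p = 0.182 with an estimated correlation) although its mean was 0.000733. *DUSP6*, an ERK phosphatase, rose from 216 ± 11.3 to 1103 ± 21.4 CPM (SD, n = 2 each) and *SPRY4* had a log2 fold change of 1.61, while the AP-1 gene *FOSL1* had −1.31 and *MYC* −0.90. Of 26 EMT factors and mesenchymal markers, 11 were higher and 4 lower (11 and 6 over the list alone; adjusted p = 0.00279, adjusted p = 0.189 with an estimated correlation), with cadherin-11 (*CDH11*) at 3.04 and vimentin (*VIM*) at −0.57. *SNAI1* had 0.71 at 6 h (adjusted p = 0.0755 from edgeR) and −0.34 at 48 h (adjusted p = 0.185), neither past the test. Without 12 h replicate 1, *SNAI1* had 0.72 at 6 h and −0.35 at 48 h. The paxillin gene *PXN* had −0.48 at 48 h (adjusted p = 0.0115). By Western blot the paper reports lower Snail, vimentin, paxillin and phosphorylated ERK, and it reads inhibition of EMT and MAPK signaling from them. The higher ERK and EMT lists at 48 h run the other way, but protein and phosphorylation were not measured here, so they cannot decide that reading.

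Of 55 lysosome genes, 23 were higher and 2 lower at 48 h (25 and 3 when adjusted over the list alone; adjusted p = 9.38e-05 from camera, adjusted p = 0.196 with an estimated correlation), with *SCARB2*, a lysosomal membrane protein gene, at 0.94. SRF and MRTF targets had 3 of 38 higher and 13 lower (4 and 15 over the list alone; adjusted p = 0.0273, adjusted p = 0.269 with an estimated correlation). YAP and TEAD targets at 48 h had 3 of 35 higher and 17 lower (3 and 19; adjusted p = 0.00027, 0.0405 with an estimated correlation). Among the interferon genes, *GBP2* had a log2 fold change of 2.04 at 48 h, and among luminal markers *SPDEF* had 2.47 and *MLPH* 1.79.

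The other lists at 48 h, each with its count over the list alone, were as follows. Of 47 extracellular proteases and inhibitors 18 were higher and 4 lower (20 and 4; adjusted p = 0.00483, adjusted p = 0.194 with an estimated correlation). Of 57 focal adhesion components 18 were higher and 7 lower (18 and 9; adjusted p = 0.0249, adjusted p = 0.269 with an estimated correlation). Of 37 NF-kappaB and inflammatory genes 11 were higher and 1 lower (13 and 1; adjusted p = 0.000356, adjusted p = 0.269 with an estimated correlation). Of 36 genes of the integrated stress response and ER stress 14 were higher and 7 lower (16 and 7; adjusted p = 0.0455, adjusted p = 0.368 with an estimated correlation). Of 29 RNA polymerase I and III genes 16 were lower and none higher (16 and 0; adjusted p = 2.77e-05, 0.0183 with an estimated correlation), *POLR1E* at −1.58. Of 78 cytosolic ribosomal proteins 19 were lower and none higher (17 and 0; adjusted p = 0.00027, adjusted p = 0.619 with an estimated correlation).

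Lists that did not pass at 48 h were filopodia and lamellipodia regulators (4 of 55 higher, 9 lower; 4 and 5 over the list alone; adjusted p = 0.371), p53 targets (5 of 29 higher, 6 lower; 5 and 6; 0.444) and SRC family kinases with other dasatinib targets (7 of 33 higher, 2 lower; 6 and 2; 0.125). The same held for haematopoietic markers (2 of 9 higher, 1 lower; 2 and 1; 0.833), mitochondrially encoded mRNAs (2 of 13 higher, 1 lower; 2 and 1; 0.242) and replication-dependent histones (1 of 26 higher, 3 lower; 0 and 1; 0.187). Genes the paper names as high in dasatinib-sensitive lines had 3 of 18 higher and 4 lower at 48 h (3 and 4; adjusted p = 0.832, median −0.09 and mean 0.416), and at 6 h 0 higher and 3 lower (0 and 6; adjusted p = 7.74e-05, adjusted p = 0.103 with an estimated correlation).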
